# *Nicotiana* Small RNA Sequences Support a Host Genome Origin of *Cucumber Mosaic Virus* Satellite RNA

**DOI:** 10.1371/journal.pgen.1004906

**Published:** 2015-01-08

**Authors:** Kiran Zahid, Jian-Hua Zhao, Neil A. Smith, Ulrike Schumann, Yuan-Yuan Fang, Elizabeth S. Dennis, Ren Zhang, Hui-Shan Guo, Ming-Bo Wang

## Abstract

Satellite RNAs (satRNAs) are small noncoding subviral RNA pathogens in plants that depend on helper viruses for replication and spread. Despite many decades of research, the origin of satRNAs remains unknown. In this study we show that a β-glucuronidase (GUS) transgene fused with a *Cucumber mosaic virus* (CMV) Y satellite RNA (Y-Sat) sequence (35S-GUS:Sat) was transcriptionally repressed in *N. tabacum* in comparison to a 35S-GUS transgene that did not contain the Y-Sat sequence. This repression was not due to DNA methylation at the 35S promoter, but was associated with specific DNA methylation at the Y-Sat sequence. Both northern blot hybridization and small RNA deep sequencing detected 24-nt siRNAs in wild-type *Nicotiana* plants with sequence homology to Y-Sat, suggesting that the *N. tabacum* genome contains Y-Sat-like sequences that give rise to 24-nt sRNAs capable of guiding RNA-directed DNA methylation (RdDM) to the Y-Sat sequence in the 35S-GUS:Sat transgene. Consistent with this, Southern blot hybridization detected multiple DNA bands in *Nicotiana* plants that had sequence homology to Y-Sat, suggesting that Y-Sat-like sequences exist in the *Nicotiana* genome as repetitive DNA, a DNA feature associated with 24-nt sRNAs. Our results point to a host genome origin for CMV satRNAs, and suggest novel approach of using small RNA sequences for finding the origin of other satRNAs.

## Author Summary

Satellite RNAs (satRNAs) are small RNA pathogens in plants that depend on associated viruses for replication and spread. While much is known about the replication and pathogenicity of satRNAs, their origin remains a mystery. We report evidence for a host genome origin of the *Cucumber mosaic virus* (CMV) satRNA. We show that only the CMV Y-satRNA (Y-Sat) sequence region of a fusion transgene was methylated in *Nicotiana tabacum*, indicating that the Y-Sat sequence is subject to 24-nt small RNA (sRNA)-directed DNA methylation. 24-nt sRNAs as well as multiple genomic DNA fragments, with sequence homology to Y-Sat, were detected in *Nicotiana* plants, suggesting that the *Nicotiana* genome contains Y-Sat-like repetitive DNA sequences, a genomic feature associated with 24-nt sRNAs. Our results suggest that CMV satRNAs have originated from repetitive DNA in the *Nicotiana* plant genome, and highlight the possibility that small RNA sequences can be used to identify the origin of other satRNAs.

## Introduction

Satellite RNAs (satRNAs) are among the smallest RNA pathogens in plants and depend on associated viruses (helper viruses) for replication, encapsidation and movement inside the host plant [1], [2]. Their RNA genomes range from 220 to 1500 nucleotides (nt) in size and can form compact secondary structures by intra-molecular base-pairing that can be resistant to degradation by ribonucleases. SatRNAs are classified into three classes [3]. Class 1 satRNAs include large mRNA satellites that are 800 to 1500 nt in length and contain a single open reading frame that encodes at least one non-structural protein. SatRNAs belonging to class 2 are linear, less than 700 nt in size and possess no mRNA activity so do not encode any protein. SatRNAs of this class, including the *Cucumber mosaic virus* (CMV) satRNAs [4], occur most frequently. SatRNAs of class 3 are circular, around 350 to 400 nt in length and also do not exhibit mRNA activity. SatRNAs normally accumulate at high levels in infected host plants relative to their helper viruses, presumably because of the small size and ribonuclease-resistant structure of their RNA genome. A previous study shows that a CMV satRNA, unlike the CMV helper virus, is resistant to host RNA-dependent RNA polymerase-mediated antiviral silencing in Arabidopsis [5], which may also contribute to the high level accumulation of satRNAs. Whereas high-level replication and systemic infection of satRNAs depend on helper virus-encoded proteins, recent studies on CMV satRNAs indicate that satRNAs can be imported into the nucleus and transcribed there by host plant proteins independently of helper viruses [6], [7]. satRNAs are not required for the life cycle of their helper viruses, but participate in helper virus-host interactions by modulating the level of helper virus accumulation and the severity of helper virus-induced symptoms [8]. In addition, satRNAs can induce disease symptoms in the host plants that are distinct from helper virus-caused symptoms [4]. Recent studies indicate that such satRNA-induced symptoms are due to silencing of host genes directed by satRNA-derived small interfering RNAs (siRNA) [9], [10].

Like all plant viruses and subviral agents, the origin of satRNAs remains unclear. Two main origins of satRNA have been suggested: the genome of the helper virus or that of the host plant. However, unlike defective interfering RNAs, a group of subviral RNAs derived from truncated forms of the helper virus genome, satRNAs usually possess little or no sequence homology with their helper viruses [1], which argues against the helper virus genome as their origin. One exception is the virulent satRNA strain of *Turnip crinkle virus*, which contains a long (166-nt) segment that is homologous to the 3' end of the helper virus genome [11]. A number of studies have suggested satRNA emergence from the host genome. Sequence similarity has been observed between nucleotide stretches of the *Arabidopsis* genome and CMV satRNAs [1]. SatRNAs, such as CMV satRNAs that occur widely in *Nicotiana* species and some other *Solanaceae* species, are more commonly detected in experimental systems than in the wild or nature [1]. A number of studies have reported *de novo* emergence of satRNAs on serial passaging plants with the helper virus under controlled environmental conditions [12], implicating the host genome as the origin of satRNAs. Another report showed structural similarities of *Peanut stunt virus* (PSV) satRNAs with cellular introns of nucleus, mitochondria and plant viroids [13]. However, in spite of these suggestions, no intact plant genome sequence with similarities to satRNAs has been reported.

RNA silencing is an evolutionarily conserved gene regulation mechanism in eukaryotes mediated by 20-25-nt small RNAs (sRNAs) [14], [15]. These sRNA are processed from double-stranded (ds) or hairpin (hp) RNA by Dicer or Dicer-like (DCL) protein. To induce silencing, one strand of a sRNA is loaded into an Argonaute (AGO) protein to form the RNA-induced silencing complex (RISC), and guides the RISC to bind to complementary single-stranded RNA and cleave the RNA. Plants have three basic types of sRNA, 20-24-nt microRNA (miRNA), 21-22-nt siRNA, and 24-nt repeat-associated siRNA (rasiRNA) [16], [17]. MiRNAs induce posttranscriptional degradation or translational repression of mRNAs that encode regulatory proteins, such as transcription factors, and play a key role in plant development [17], [18]. The 21-22-nt siRNAs direct degradation of viral RNA and some endogenous mRNA, and are important in plant defence against viruses and in the control of some endogenous genes [17], [19]. The 24-nt rasiRNAs are unique to plants, and are involved in RNA-directed DNA methylation (RdDM) which is important for maintaining genome stability by silencing transposons and repetitive DNA sequences [17], [20], [21]. RdDM is highly sequence specific, and can be induced by both endogenous siRNAs and siRNAs derived from infecting viral agents including satRNAs [20], [22].

During the analysis of a transgene (35S-GUS:Sat) containing a β-glucuronidase (GUS) sequence transcriptionally fused at the 3′ end with the CMV Y-satellite RNA (Y-Sat) sequence in *Nicotiana tabacum*, we observed that the Y-Sat sequence was specifically methylated. This led us to hypothesize that 24-nt siRNAs homologous to Y-Sat may exist in *N. tabacum* inducing RdDM at the Y-Sat sequence of the transgene. Subsequent analyses revealed the existence of both 24-nt sRNAs and multiple DNA fragments in *Nicotiana* plants that showed sequence homology to Y-Sat, suggesting that CMV satRNAs originate from repetitive regions in the *Nicotiana* genome.

## Results

### 35S-GUS:Sat transgenes are repressed in transgenic tobacco

Three 35S promoter-driven GUS constructs were created, two of which had a 3′ fusion of a full-length 369-nt Y-Sat sequence [23] in either the sense (sSat) or antisense (asSat) orientation (Fig. 1A). These were transformed into tobacco and multiple independent transgenic lines obtained for each.

**Figure 1:**
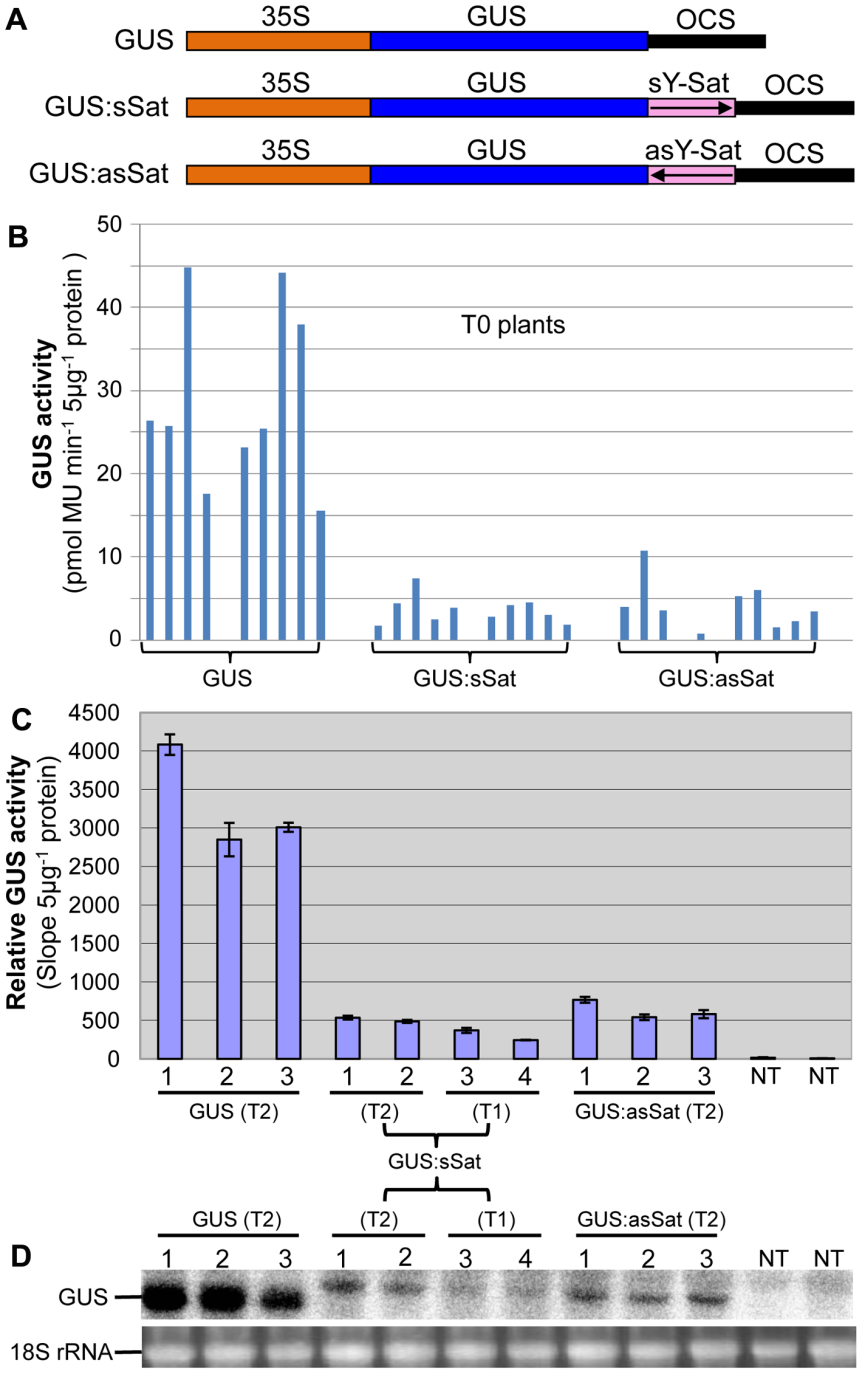
The 35S-GUS:Sat fusion transgenes show repressed expression in *N. tabacum* in comparison to the 35S-GUS transgene. (A) Schematic diagrams of the transgene constructs. (B) MUG assay of independent primary (T0) transformants. (C) MUG assay of second (T1) and third-generation (T2) transformants, plus non-transgenic (NT) control plants. (D) mRNA northern blot analysis of the plants shown in (C). Note: the different units in the Y-axis of the two MUG assay histograms are due to the use of different fluoroscan machines and different ways of calculation.

Plants transformed with the 35S-GUS:Sat fusion constructs showed reduced levels of GUS protein in comparison to those transformed with just the 35S-GUS construct lacking the Y-Sat sequence (Fig. 1B, 1C). This reduction in GUS activity occurred for both the sense and antisense orientations of the Y-Sat sequence (Fig. 1B). The low level of GUS activity was relatively uniform across the independent primary (T0) transformants (Fig. 1B) and persisted in the subsequent (T1 and T2) generations (Fig. 1C). The MUG assay results were confirmed by northern blot hybridization, which showed that the GUS:sSat and GUS:asSat transcripts accumulated at a much lower level than the GUS transcript in the respective transgenic plants (Fig. 1D).

### The reduced expression of the 35S-GUS:sSat transgene is due to transcriptional repression

The repressed expression of the 35S-GUS:Sat transgenes could either be due to transcriptional (TGS) or posttranscriptional (PTGS) gene silencing or to transcript instability caused by the fused Y-Sat sequence. Since both the 35S-GUS:sSat and 35S-GUS:asSat transgenes showed similar reduction in expression, the secondary structures of the fusion sequence were not likely to be responsible for the repression, as sense and antisense Y-Sat sequences are predicted to form different secondary structures. It also implied that RNA instability was not the main cause for the repressed GUS:Sat trangene expression. This was supported by results from an *Agrobacterium* infiltration (agro-infiltration) assay where both TGS and PTGS were negated, which showed that the large difference in expression levels between the 35S-GUS and 35S-GUS:sSat transgenes observed in stably transformed plants (∼6 fold; Fig. 1) was dramatically reduced in the agro-infiltrated tissues (∼1.0–2.4 fold; S1 Fig.).

We next investigated if PTGS or TGS was responsible for the repressed expression of the 35S-GUS:Sat transgenes. PTGS of a transgene is associated with 21-nt siRNAs corresponding to the transcribed region [17]. Northern blot hybridization failed to detect GUS- or Y-Sat-specific 21-nt siRNAs in three of the four 35S-GUS:Sat transgenic lines analysed (Fig. 2A), suggesting that TGS, but not PTGS, was the main cause of transgene repression. Consistent with this, nuclear run-on assay showed that the repressed 35S-GUS:sSat and 35S-GUS:asSat transgenes generated much reduced RNA signals in comparison to the highly expressed 35S-GUS transgene (Fig. 2B, C), indicating that they are transcriptionally repressed.

**Figure 2:**
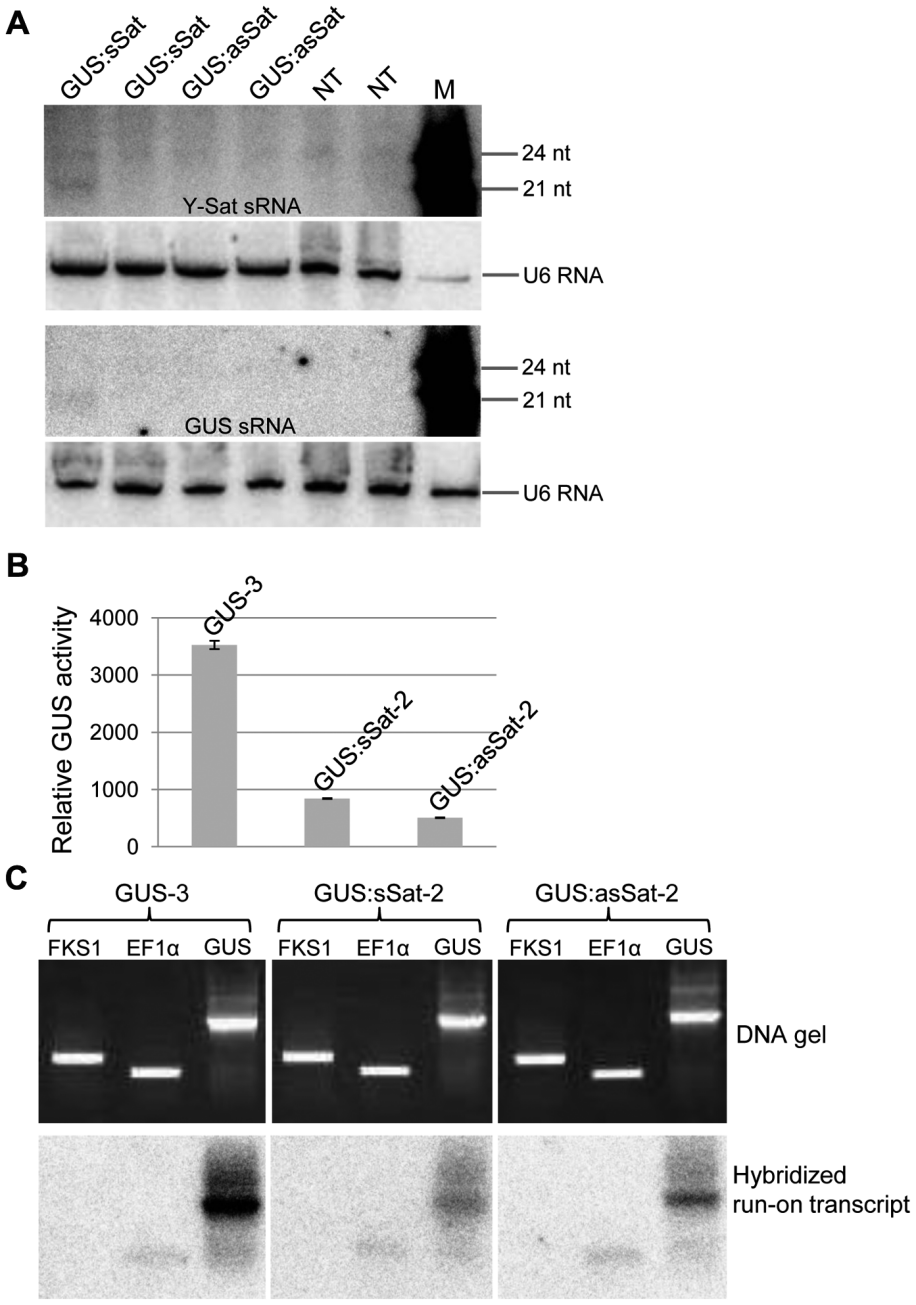
The 35S-GUS:Sat transgene is transcriptionally repressed. (**A**) Three of the four 35S-GUS:Sat transgenic lines analysed show no detectable accumulation of 21-nt PTGS-associated GUS or Y-Sat-specific siRNAs, indicating that PTGS is not the main cause of 35S-GUS:Sat transgene repression. M, 21 and 24-nt small RNA size markers. (**B**) and (**C**) The highly expressed 35S-GUS line (GUS-3) (B) generates much stronger nuclear run-on transcript signals than the two repressed 35S-GUS:Sat lines (C), indicating that the reduced expression of the 35S-GUS:Sat transgenes results from transcriptional repression. FKS1 and EF1α are negative control and internal reference gene sequences, respectively.

### The Y-Sat DNA sequence in the 35S-GUS:Sat fusion transgenes is specifically methylated in transgenic *N. tabacum*

As DNA methylation at promoter sequences can cause TGS [24], we investigated if DNA methylation occurred in the 35S promoter of the 35S-GUS:sSat transgene using McrBC digestion-PCR. McrBC is a methylation-dependent restriction enzyme that recognizes DNA containing two or more methylated cytosine residues, separated by 30–2000 base pairs, and cleaves the DNA at multiple sites close to one of the methylated cytosines. Differences in PCR-amplified McrBC-digested and undigested DNA can provide a measurement of DNA methylation levels. McrBC digestion did not result in clear reduction in the amplification of a 380-bp amplicon, derived from the the 35S promoter near the transcription start site, which contains a total of 175 cytosines from both strands (Fig. 3). This indicated that the 35S promoter in the 35S-GUS:sSat transgene was not methylated, and that the reduced transgene expression was not due to promoter methylation. We extended the DNA methylation analysis to the GUS and Y-Sat sequence of the transgene. Similar to the 35S promoter sequence, four different regions of the GUS coding sequence showed no clear methylation, as indicated by strong amplification of McrBC-digested DNA (Fig. 3).

**Figure 3:**
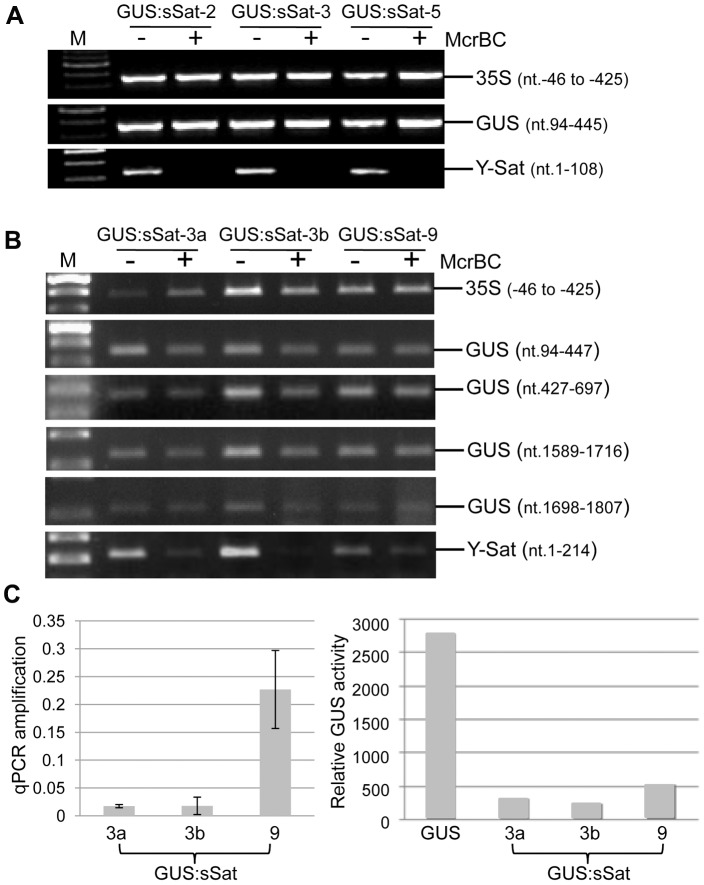
Methylation analysis of the 35S-GUS:sSat transgene in transgenic *N. tabacum* using McrBC PCR. (A) and (B) McrBC PCR of 35S promoter, different regions of GUS coding sequence, and Y-Sat. (C) qPCR quantification of McrBC digestion of the Y-Sat sequence shown in (B) (nt. 1-214) (left) and MUG assay of GUS activity in the transgenic plants used for the McrBC PCR analysis (right). M, DNA size marker.

In contrast to the 35S and GUS sequences, McrBC digestion strongly reduced PCR amplification of the Y-Sat sequence in the 35S-GUS:sSat transgene (Fig. 3), indicating that it was highly methylated. Furthermore, the degree of this methylation, as judged by the extent of reduction in PCR amplification upon McrBC digestion (Fig. 3B and C, left), appeared to be inversely correlated with the level of GUS activity in the 35S-GUS:sSat plants (Fig. 3C, right). McrBC PCR also indicated Y-Sat-specific DNA methylation in the 35S-GUS:asSat transgene that contains an antisense Y-Sat sequence (S2 Fig.). Both the 35S and GUS sequences showed no difference in PCR amplification between McrBC-digested and undigested DNA, whereas the Y-Sat sequence showed a clear reduction in amplification upon McrBC digestion. Furthermore, the expression level of the 35S-GUS:asSat transgene also appeared to be inversely correlated with the extent of Y-Sat sequence methylation (S2 Fig.).

The McrBC PCR results were validated using bisulfite sequencing, which determines DNA methylation at a single cytosine nucleotide level due to the ability of bisulfite to convert unmethylated, but not methylated, cytosines to uracils [25]. Three regions of the 35S-GUS:sSat transgene were amplified from bisulfite-converted DNA, including the 35S promoter, the 35S-GUS junction, and the Y-Sat sequence (S3A Fig.). We sequenced the bisulfite PCR product as a mixed DNA population, and determined the DNA methylation level based on the ratio between the peak heights of cytosine (C) and thymine (T) residues in the sequencing trace files, which has proven to be an effective way for measuring overall DNA methylation levels in a specific plant sample [26]. Consistent with the McrBC PCR result, the 35S and GUS sequences showed no significant methylation of cytosine residues as indicated by the lack of cytosine (blue) peaks at the cytosine positions in the trace files, which were instead replaced by thymine (red) peaks (S3B-C Fig.). In contrast, the Y-Sat sequence showed strong methylation in all four DNA samples analyzed, especially at the CG and CHG sites (H  =  A, C or T nucleotides) (Fig. 4). Two pairs of 35S-GUS:sSat transgenic lines were analyzed by bisulfite sequencing, and in each pair the plants that showed lower GUS expression level displayed a higher degree of cytosine methylation, particularly at the CHG and CHH sites (Fig. 4). Taken together, the DNA methylation analyses indicated that the Y-Sat sequence of the 35S-GUS:Sat transgenes was specifically targeted for methylation in transgenic *N. tabacum* plants, and that this methylation appeared to correlate with the repression of the transgenes.

**Figure 4:**
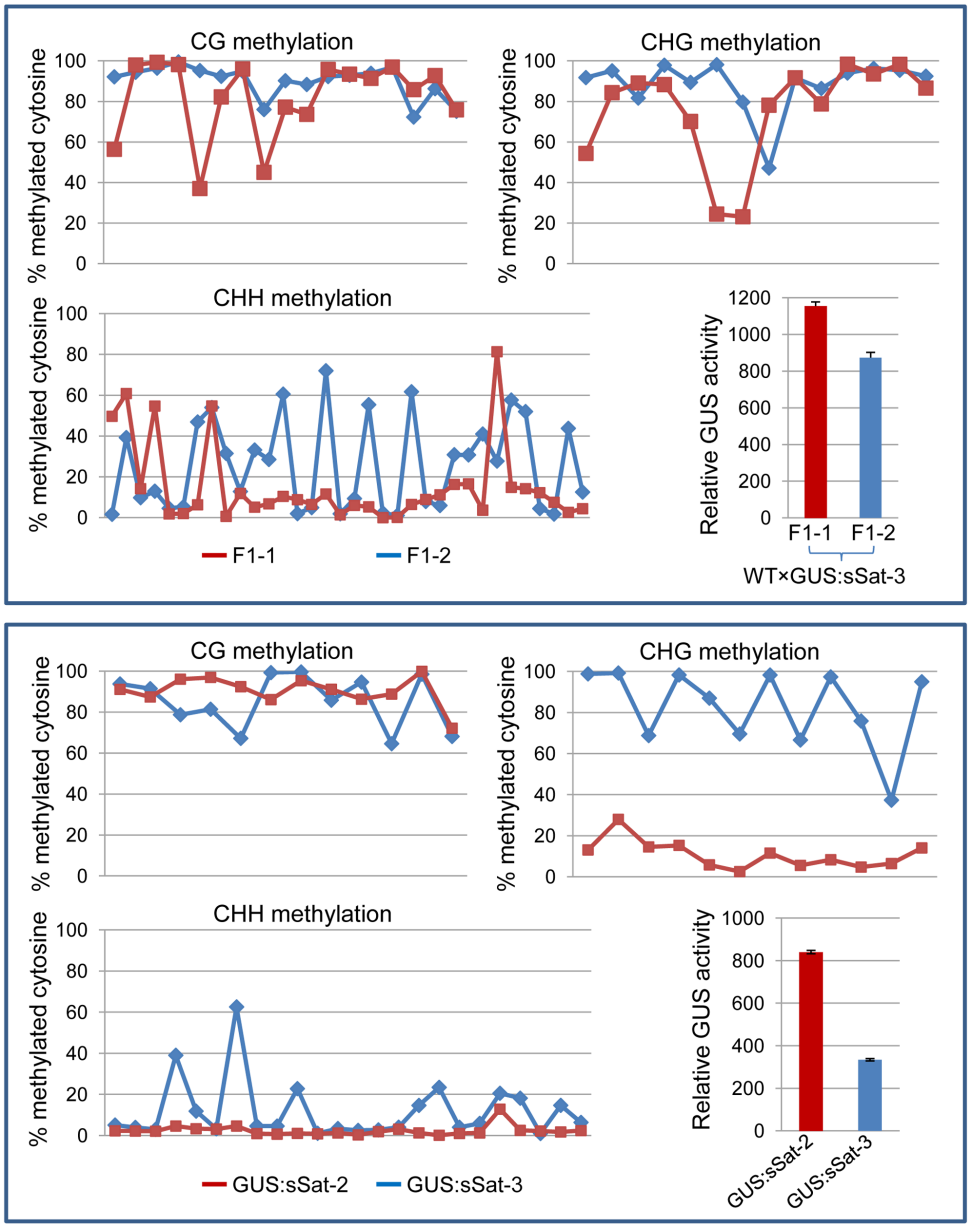
Bisulfite sequencing shows strong DNA methylation in the Y-Sat sequence of the 35S-GUS:sSat transgene in all cytosine contexts, particularly at the CG and CHG sites. The methylation status of cytosines in CG, CHG and CHH contexts is presented separately in three line graphs. Each point on the line represents a cytosine in a sequential 5′ to 3′ order along the bisulfite-sequenced Y-Sat sequence, with the Y-axis showing the percentage of methylated cytosines (based on the ratio of cytosine peak height in the trace file) at each of these positions. The top panel shows the methylation pattern of two F1 sibling plants derived from a cross between WT *N. tabacum* (as the maternal parent) and a 35S-GUS:sSat transgenic line. The bottom panel shows the methylation pattern of two independent 35S-GUS:sSat transgenic lines. Note that in both cases the plant showing a higher level of GUS expression (F1-1 or GUS:sSat-2, shown in red) displays a lower degree of CHG and CHH methylation in the Y-Sat sequence.

### Y-Sat-like 24-nt sRNAs are detected in *Nicotiana* plants using northern blot hybridization

The sequence-specific DNA methylation detected in the Y-Sat sequence of the 35S-GUS:Sat transgenes raised the possibility that the Y-Sat sequence might be subject to RNA-directed DNA methylation (RdDM). RdDM can occur at all cytosine contexts (CG, CHG and CHH), and is directed by the 24-nt size class of siRNAs [17], [20], [21]. sRNAs of 24 nt, but not of 21–22 nt, were readily detectable in both transgenic and wild-type *Nicotiana* plants by northern blot hybridization using the Y-Sat sequence as a probe, especially in the flowers (Fig. 5A), a tissue known to contain relatively high abundance of 24-nt siRNAs [27], [28]. Importantly, the 24-nt sRNA signals were not affected by the presence of the 35S-GUS:Sat fusion transgenes (Fig. 5A and 2A), indicating that they are generated by the host plant genome and not by the transgene. Northern blot hybridization also showed that these 24-nt Y-Sat-like sRNAs are present in all three *Nicotiana* species analysed (Fig. 5B). These results indicated that *Nicotiana* species generate 24-nt sRNAs with sequence homology to the Y-Sat, and suggested that the DNA methylation of the Y-Sat sequence in the fusion transgenes was likely induced by these 24-nt sRNAs.

**Figure 5:**
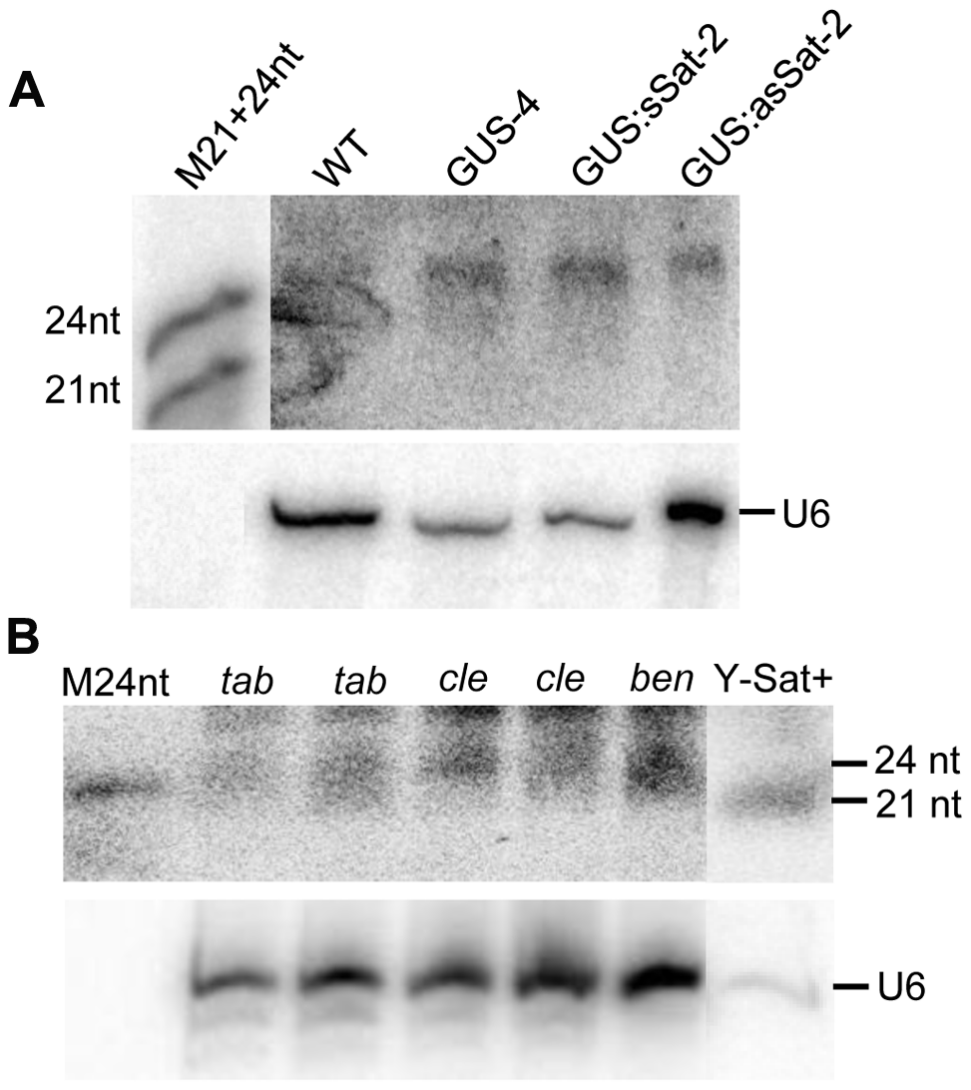
sRNAs of 24 nt in size are readily detectable in *Nicotiana* plants using Y-Sat probe. (A) The 24 nt siRNAs are detected in the flowers of both WT and 35S-GUS, 35S-GUS:sSat, 35S-GUS:asSat transgenic *N. tabacum* plants. M21+24nt, 21 and 24-nt small RNA size marker. (B) 24 nt siRNAs are detectable in leaf tissues of three different *Nicotiana* species, *N. tabacum* (*tab*), *N. clevelandii* (*cle*), and *N. benthamiana* (*ben*). “Y-Sat+” is a RNA sample derived from a Y-Sat-infected *N. tabacum* plant, which was under-exposed to show the dominant ∼21-nt Y-Sat-derived siRNAs. M24nt, 24-nt small RNA size marker. Both hybridized blots were treated with RNase A before exposure.

### Host-derived Y-Sat-like 24 nt sRNAs are detected in *Nicotiana* plants by sRNA deep sequencing

Detection of 24-nt Y-Sat-like sRNAs in wild-type *Nicotiana* plants using northern blot hybridization prompted us to identify the nucleotide sequences of these sRNAs using Illumina sequencing. To avoid possible contamination by CMV Y-Sat (used in our Canberra laboratory), leaf samples from uninfected *N. tabacum* cv. Xanthi nc (*Nt-Xanthi*) grown under insect-proof conditions (in our Beijing laboratory where the CMV Shandong strain (SD-CMV) was used) were collected for sRNA extraction and sequencing. 

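The sRNA data comprised 2 libraries, 1 from uninfected Nt-Xanthi and 1 from SD-CMVΔsatR-infected Nt-Xanthi, so no difference between them has a replicate check. Nt-Xanthi is a tobacco cultivar, and SD-CMVΔsatR is a clone of the Shandong strain of CMV without its satellite RNA. The sample labels give leaves of plants aged 5 weeks, 10 days after mock treatment or infection. The labels of the samples and the paper name SD-CMVΔsatR for the infected plants, whereas the title of the deposited series and the name of the infected data file give a CMV clone without the 2b gene, and the paper's name is used here. The authors removed adapter and low-quality sequences and deposited each unique sRNA sequence with its number of reads, without normalization. The uninfected library held 17098983 reads of 1010878 unique sequences and the infected library 22654249 reads of 6032040 unique sequences. The lowest number of reads of a listed sequence was 2 in the uninfected library and 1 in the infected library. Sequences read once made up 4874453 of the unique sequences of the infected library (80.8%) and 21.5% of its reads, and none were listed for the uninfected library. Reads were not marked by molecular identifiers, so confidence intervals given for these libraries cover counting error only.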

To investigate if CMV infection might affect the accumulation of Y-Sat-like sRNAs, we also sequenced sRNAs isolated from *Nt-Xanthi* infected with SD-CMVΔsatR, an infectious CMV clone devoid of SD-satRNA [29]. Approximately 17 and 23 million clean reads of sRNAs were obtained from the uninfected and SD-CMVΔsatR-infected plants, respectively, with 73.6% and 39% mapping perfectly to the uncompleted *N. tabacum* genome (ftp.sgn.cornel.edu) (Table 1). These *N. tabacum*-matching sRNAs were dominated by the 21 and 24-nt size classes (Table 1), consistent with the size distribution expected for plant sRNAs [30]. 

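The reads summed to 17098983 for the uninfected library and 22654249 for the infected library. With sequences of at least 2 reads, the infected library held 17779796 reads of 1157587 unique sequences, compared with 17098983 reads of 1010878 unique sequences in the uninfected library. In all, 556719 unique sequences occurred in both libraries, which were 55.1% of those of the uninfected library. Matches to the N. tabacum genome were not analysed here.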

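Over all reads, whether or not they match the genome, 21-nt sRNAs made up 50.2% of the uninfected library (95% Wilson interval 50.17% to 50.22%) and 29.9% of the infected library (29.90% to 29.94%). The 24-nt sRNAs made up 21.3% (21.29% to 21.33%) and 25.7% (25.69% to 25.73%), and the 22-nt sRNAs 10.8% (10.74% to 10.77%) and 19.4% (19.35% to 19.38%), respectively. Counting each unique sequence once moved these shares most, with 24-nt sRNAs at 67.1% of the unique sequences of the uninfected library and 51.1% of those of the infected library. With sequences of at least 2 reads in both libraries, 24-nt sRNAs made up 18.7% of the reads of the infected library, below the 21.3% of the uninfected library, so the direction of this difference depends on the sequences read once, which are listed for the infected library only. The most abundant sequence of the uninfected library, of 21 nt, held 5698355 of its 8582273 21-nt reads. In the infected library it held 583102 of 6777918. Leaving its reads out of both libraries reverses the directions of the 21-nt and 24-nt differences over all listed reads. Both directions therefore depend on this 1 sequence. Over all listed reads, the intervals of the 2 libraries do not overlap for any of the 3 sizes, but with 1 library per condition the spread between plants is unknown.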

A large number of sRNAs matching the SD-CMV genome (27%) were identified in the sRNA sequencing data from SD-CMVΔsatR-infected plants, but none from the uninfected plants (Table 1). The majority (85.1%) of these SD-CMV-derived sRNAs was 21-22-nt in size, consistent with previous reports of sRNA distribution patterns from RNA viruses [19].

**Table 1:** Summary of sRNA sequencing data from uninfected and CMV△satRNA-infected *Nt. Xanthi*.

Sample	Total sRNA reads	Reads mapped to uncompleted *N. tabacum* genome	Reads mapped to SD-CMV genome
Uninfected *Nt-Xanthi*	17098983	12577289 (73.6%) (21 nt sRNA: 42.1%; 24 nt sRNA: 29.6%)	0
SD-CMV△satRNA-infected *Nt-Xanthi*	22654249	8845098 (39.0%)	6106661 (27.1%)

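For the comparison with Y-Sat, each unique sRNA sequence was aligned by BLASTN to the 369-nt Y-Sat sequence assembled from the oligonucleotides of S2 Table, on both strands, keeping the best alignment of each sequence. The paper's text names BLASTN and 4 E-values but no other setting. A match scored 1 and a mismatch -3, with a word size of 7 and no low-complexity filter. Of the 4 settings tried on the sequences printed in Fig. 6C, this was the one that placed all 14 at or below 1e-5, so the number at that E-value is not independent of Fig. 6C. The others placed 13, 7 and 7 of them there. E-values were recomputed from the alignment scores, since BLASTN prints values near 0.001 rounded.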

To identify Y-Sat-like sRNAs produced from the tobacco genome, the total sRNA reads were compared against the Y-Sat genome using BLASTN with varying statistical significance determined by E-values (i.e. the lower the E-value the greater the statistical significance of the match). Two additional CMV satRNA sequences (satCMV110 and SD-satRNA) were also used for comparison along with three randomly chosen similar sized (∼360 nt) non-satRNA sequences (SD-CMV RNA1, *Influenza A virus* subtype H1N1 and *Rice stripe virus* RNA3 genome sequences) as negative controls.

The number of matching sRNAs was generally increased in the SD-CMVΔsatR-infected sample compared to the uninfected sample (Table 2 and Fig. 6). 

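At E-values of 1e-2, 1e-3, 1e-4 and 1e-5, the uninfected library had 6527, 546, 61 and 0 unique sequences matching Y-Sat, and the infected library 41575, 2893, 423 and 14. The ratio of infected to uninfected was 6.37 at 1e-2, 5.30 at 1e-3 and 6.93 at 1e-4. Relative to all unique sequences, the matches at 1e-3 made up 540.1 per 1000000 unique sequences in the uninfected library (95% Wilson interval 497 to 587) and 479.6 per 1000000 in the infected library (462 to 497), a ratio of 0.888. Fisher's exact test (two-sided) of matching against other unique sequences, which compares these libraries and not the conditions, gave p = 0.0122 at 1e-3, p = 7.3e-07 at 1e-2, where the share was higher in the infected library (ratio 1.07), and p = 0.30 at 1e-4 (ratio 1.16). Of the matches of the infected library at 1e-3, 2253 were sequences read once (77.9%), a class not listed for the uninfected library. With sequences of at least 2 reads in both libraries, the infected library had 7334, 640 and 79 matches at 1e-2, 1e-3 and 1e-4, and the ratio was 1.12, 1.17 and 1.30. The alternative that moved the ratio at 1e-3 most was its division by the median ratio of 99 shuffles of Y-Sat, which gave 0.826. In reads, the matches at 1e-3 made up 374 per 1000000 in the uninfected library and 1361 per 1000000 in the infected library. The most abundant uninfected sequence, which is not among these matches, held 33.3% of the uninfected reads and lowers the uninfected value.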

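The control sequences of the paper were not used here. As controls, 99 shuffles of Y-Sat with the same dinucleotide composition were compared with the same libraries. At 1e-2, Y-Sat had 6527 matching unique sequences in the uninfected library, where the shuffles had between 5856 and 10922 with a median of 8126, and 97 of the 99 had at least as many as Y-Sat. In the infected library, the shuffles had a median of 48119 and 90 of the 99 had at least as many as Y-Sat. In a random library used as a test, 34 of 40 shuffles also had at least as many matches as Y-Sat at 1e-2, so a rank of Y-Sat below most shuffles also arose there, though not as low as in the uninfected library.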

At a low-stringency E-value (le^−2^), there was no significant difference in the number of sRNAs aligning to the three CMV satRNAs versus the three control sequences. However, using greater E-value stringencies (i.e. le^−3^, le^−4^ and le^−5^) to improve the alignment quality led to a higher frequency of sRNAs aligning to the Y-Sat genome than the control sequences in both the uninfected and particularly the SD-CMV△satRNA-infected samples (Table 2 and Fig. 6A, 6B). 

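Against the 99 dinucleotide shuffles of Y-Sat, the uninfected library had 546 matches to Y-Sat at 1e-3 and a median of 438 to the shuffles, of which 31 had at least as many as Y-Sat (Monte Carlo permutation test, one-sided, p = 0.32). At 1e-4 it had 61 matches to Y-Sat and a median of 85 to the shuffles (75 at or above Y-Sat, permutation p = 0.76), and at 1e-5 it had 0 and 2. The infected library had 2893 matches to Y-Sat at 1e-3 and a median of 2950 to the shuffles (54 at or above Y-Sat, permutation p = 0.55), 423 and 554 at 1e-4 (82, p = 0.83), and 14 and 22 at 1e-5 (82, p = 0.83). The difference between Y-Sat and the shuffles was within the spread of the shuffles at each of these E-values. Summed over reads, the infected library had 30830 reads matching Y-Sat at 1e-3 and a median of 7247 matching the shuffles, of which 5 had at least as many (permutation p = 0.06). The smallest p that 99 shuffles can give is 0.01. These shuffles share the composition of Y-Sat, whereas the paper compared Y-Sat with stretches of viral genomes. The search here also gave more matches to Y-Sat than the paper's at 1e-2, 1e-3 and 1e-4. The comparison with shuffles therefore does not repeat the paper's comparison with its controls.

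**Figure D1:**
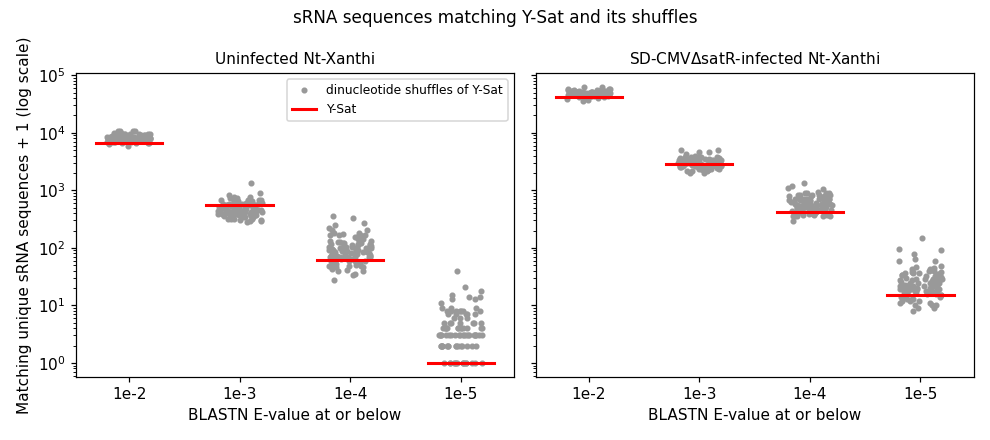
Number of unique sRNA sequences plus 1 (vertical axis, log scale) that match Y-Sat (red line) and each of 99 dinucleotide shuffles of Y-Sat (grey points) at or below each E-value (horizontal axis), in the uninfected (left) and SD-CMVΔsatR-infected (right) library. At 1e-4 in the infected library, Y-Sat had 423 matches and the shuffles between 296 and 1337.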

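Of the unique sequences matching Y-Sat in the uninfected library, 67.4% were 24 nt at 1e-2 (4397 of 6527), 50.0% at 1e-3 (273 of 546) and 70.5% at 1e-4 (43 of 61). In the infected library, the 24-nt share was 54.1% at 1e-2, 42.6% at 1e-3 (1232 of 2893), 52.0% at 1e-4 (220 of 423) and 42.9% at 1e-5 (6 of 14). Of all unique sequences, 67.1% of the uninfected and 51.1% of the infected library were 24 nt. At 1e-3 the matches held a lower share of 24-nt sequences than the other unique sequences of their library, with an odds ratio of 0.490 in the uninfected library (Fisher's exact test, two-sided, p = 1.7e-16) and 0.709 in the infected library (p = 3.9e-20). At this E-value an alignment score of 11 was enough for sequences of 18 to 20 nt, while longer sequences needed 12. With 12 at every length, an alternative chosen after seeing the data, the 24-nt share was 53.2% in the uninfected library (273 of 513) and 47.3% in the infected library (1232 of 2606). At 1e-4 the shares did not differ detectably from those of the other sequences by the same exact test (p = 0.68 and p = 0.73), nor at 1e-5 in the infected library (p = 0.60). At 1e-2 the share did not differ detectably in the uninfected library (exact test, p = 0.64) and was higher in the infected library (odds ratio 1.13, p = 1.4e-34). Sequences of 1 library are not replicates of a condition. The exact test also takes the matches as independent, but many overlap, with 148 of the 546 uninfected matches at 1e-3 in 1 bin of 10 nt. Its p-values may therefore be too small. Some dinucleotide shuffles had a 24-nt share at 1e-3 below that of Y-Sat in each library, though most had a higher one. In reads, 26.1% of the matching reads at 1e-3 were 24 nt in the uninfected library and 15.8% in the infected library.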

A large proportion of these Y-Sat-matching sRNAs were 24 nt in size (Table 2). The satCMV110 and SD-satRNA also had more aligning sRNAs in the SD-CMV△satRNA-infected sample than the control sequences when using the higher alignment stringency (Table 2). In fact, no sRNA aligned to the relevant control sequences when using an E-value of le^−5^, with the exception of sRNAs aligning to the SD-CMV control sequence, which is a result of the SD-CMV infection (Table 2). 

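Each of the 14 unique sequences at 1e-5 was read once in the infected library, so they total 14 reads, or 0.618 per 1000000 (95% exact interval 0.338 to 1.04). None was listed in the uninfected library, where 3 reads are 0.175 per 1000000 and sequences read once are not listed, so a sequence with 1 read there was not detectable. They were 22 to 27 nt long, 11 aligned with the plus strand and 3 with the minus strand, and 6 were 24 nt. The alignments of 8 ended at or before nt 110 and those of the other 6 began after nt 200. The longest alignment without a mismatch, 22 nt, was that of TCTGTCACTCGGCGGTGTGGGATACC at nt 53 to 74. GAGGATCTGTCACTCGGCGGTGTG aligned over 24 nt with 22 identical, and 11 of the 14 had 15 or 16 identical nt. AAAATTGTAGAATTGCGTAGAGGT, for example, aligned over 15 nt at nt 15 to 29. With sequences of at least 2 reads there were 0 matches at this E-value.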

The 14 unique Y-Sat-matching sRNA sequences aligned with both the 5′ and 3′ regions of the Y-Sat genome (Fig. 6C), suggesting the possible existence of long stretches of Y-Sat-like sequences in the *N. tabacum* genome. The five SD-satRNA-matching sRNAs identified in the SD-CMVΔsatR-infected sample (1e^−5^) showed perfect sequence identity to the SD-satRNA genome, and had a size range of 23–26 nt (one 23-nt, one 26-nt and three 24-nt; Fig. 6B, the bottom panel; the colour-coded sequences). 

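All 5 sequences printed in the bottom panel of Fig. 6B were found in the infected library, each with 1 read, and none was listed in the uninfected library. They were AGGATCTGTCACTCGGCGGTGTG of 23 nt, GAGGATCTGTCACTCGGCGGTGTG, AGAGTGTAGTACTGAGAGTAGCGG and GCGGACATAGCTCGCAAGCCAGCG of 24 nt, and TCTGTCACTCGGCGGTGTGGGATACC of 26 nt. Together their 5 reads were 0.221 per 1000000 of the infected library (95% exact interval 0.0717 to 0.515). All 5 are identical to the 2 stretches of SD-satRNA, of 33 and 47 nt, printed in that panel, and no other sequence of 18 nt or longer in the infected library was. The rest of the SD-satRNA genome was not analysed here.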

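On Y-Sat, TCTGTCACTCGGCGGTGTGGGATACC aligned at nt 53 to 74 with an E-value of 3.8e-10. GAGGATCTGTCACTCGGCGGTGTG aligned at nt 44 to 67 with an E-value of 1.3e-06, and AGGATCTGTCACTCGGCGGTGTG at nt 53 to 67 with an E-value of 4.9e-06. Each was read once in the infected library.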

Three of these SD-matching sRNAs also aligned with the nt. 45–74 region of the Y-Sat and satCMV110 genomes (Fig. 6B, the top and middle panels; the colour-coded sequences). 

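Among the matches of the uninfected library at 1e-4, the strictest E-value at which it had any, the sequences with the most reads were ATGTGATATCGTGGATGACAAA (20 reads, and 23 in the infected library), which shares 13 nt with Y-Sat at nt 285 to 297, GGGGAACACAGACGGAACACCACA (13 reads in each library), which shares 13 nt on the minus strand at nt 129 to 141, and TTAGGTCAAATGAGAAATGGGTAT (11 reads, and 3 in the infected library), which shares 14 nt on the minus strand at nt 190 to 203. All 61 matches at this E-value together had 221 reads, or 12.9 per 1000000. From the sRNA sequencing data, the paper proposes that 24-nt sRNAs with homology to CMV satRNAs are present in tobacco, and that these could account for the signals of the northern blots and explain the methylation of the Y-Sat sequence in the transgenes.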

Taken together, the sRNA sequencing data indicated the presence of 24-nt sRNAs in the *N. tabacum* genome with sequence homologies to CMV satRNAs, particularly to Y-Sat, which could account for the 24-nt sRNA signals detected by northern blot (Fig. 5) and explain the DNA methylation of the Y-Sat sequence in the 35S-GUS:Sat transgenes (Fig. 3, 4 and S2 Fig.). It is noteworthy that the majority of the CMV satRNA-matching sRNAs could not be mapped to the uncompleted *N. tabacum* genome (S1 Table), indicating that these sRNAs are derived from the unannotated regions of the genome.

**Figure 6:**
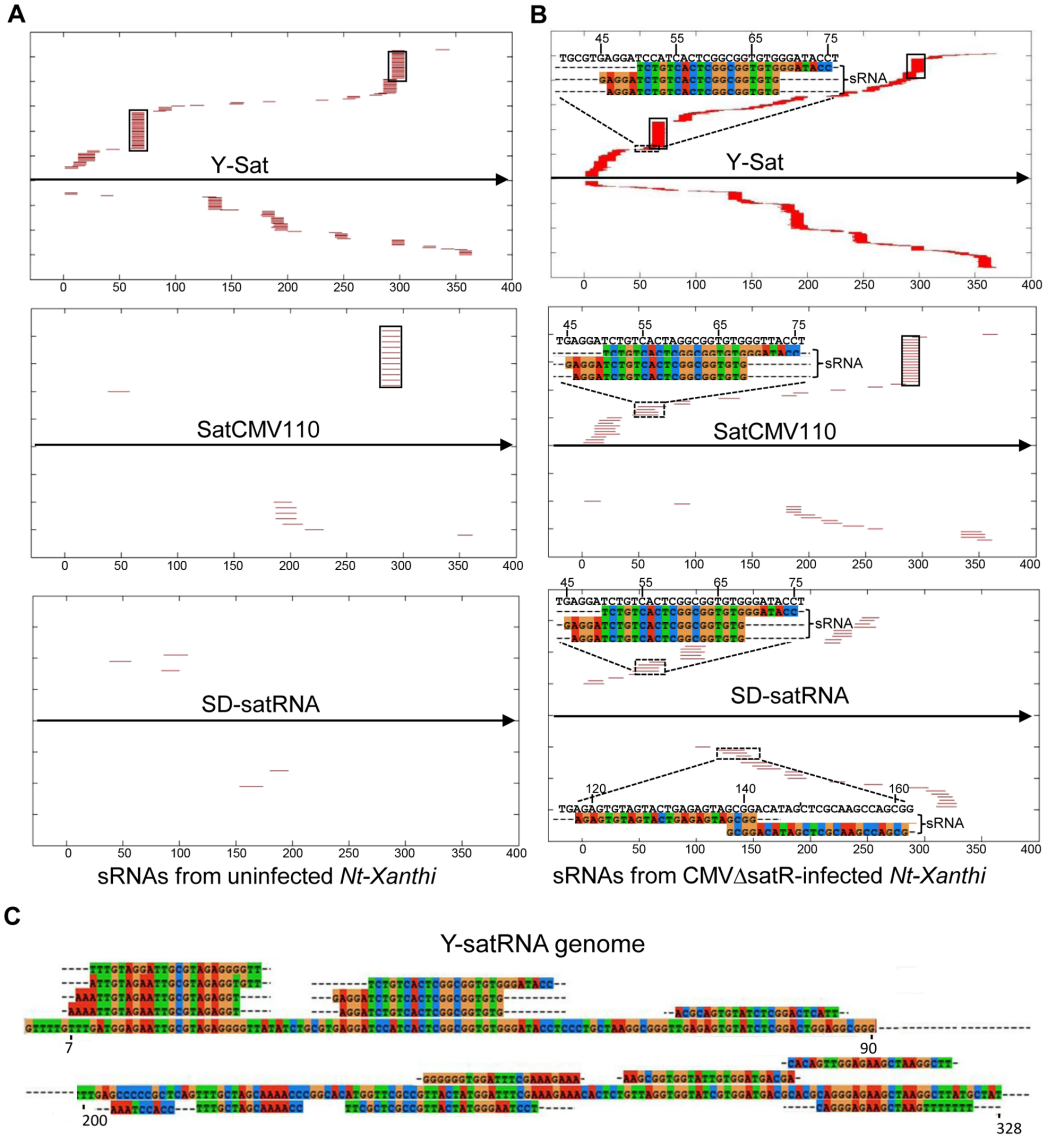
Alignment of sRNAs to three CMV satRNA genome sequences at the E-value of 1e^−3^ (A and B) and 1e^−5^ (C). (A) sRNAs from uninfected *N. tabacum Xanthi* plants. (B) sRNAs from SD-CMV△satR-infected *N. tabacum Xanthi* plants. sRNAs matching the satRNA plus-strand and minus-strand are shown as short thin lines above and below the arrow-headed black lines, respectively. sRNAs mapping to the two most conserved regions of CMV satRNAs (nt. 60–80 and nt. 280–300; see S5 Fig.) are boxed. The five sRNAs perfectly matching to SD-satRNA, or nearly perfectly matching (for three of the five sRNAs) to Y-Sat and satCMV110, are shown as color-coded sequences and their respective nucleotide positions in the satRNA genome indicated. (C) Sequence and location of the 14 sRNAs identified from CMVΔsatR-infected *Nt-Xanthi* plants that map to the Y-Sat genome (the relevant part of the Y-Sat genome sequence, from nt. 1–90 and from nt. 200–328, is also shown).

**Table 2:** Number of unique sRNA sequence hits to target sequence under different stringency of sequence match (E-value).

Matched sequence	sRNAs from uninfected *Nt-Xanthi*					sRNA from SD-CMV△satRNA-infected *Nt. Xanthi*			
	E-value	1e^−2^	1e^−3^	1e^−4^	1e^−5^	1e^−2^	1e^−3^	1e^−4^	1e^−5^
Y-Sat		170	148	40	0	1023	849	237	14
	% of 24nt sRNA	66%	70%	68%	0	52%	54%	54%	43%
satCMV110		169	19	1	1	1167	56	10	5
SD-satRNA		146	5	1	1	899	42	8	5
SD-CMV R1		149	14	0	0	12402	11156	10617	9673
H1N1		243	16	0	0	1459	110	10	0
RSVR3		205	33	2	0	1145	174	20	0

The CMV satRNA-matching sRNAs were more frequently aligning to certain regions of the satRNA genomes (Fig. 6 and S4 Fig.). 

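At 1e-3, 41 of the 546 matching unique sequences of the uninfected library overlapped nt 60 to 80 of Y-Sat (7.51%) and 45 overlapped nt 280 to 300 (8.24%). In the infected library, 239 of 2893 (8.26%) and 199 (6.88%) did. The median over all 349 windows of 21 nt was 33 matches in the uninfected library and 200 in the infected library. The window with the most matches was nt 10 to 30 in the uninfected library (182 matches) and nt 11 to 31 in the infected library (686 matches). Of the 99 dinucleotide shuffles, 26 had at least as many matches over nt 60 to 80 as Y-Sat in the uninfected library (Monte Carlo permutation test, one-sided, p = 0.27) and 39 in the infected library (p = 0.40). Over nt 280 to 300, 35 (permutation p = 0.36) and 66 (p = 0.67) did.

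**Figure D2:**
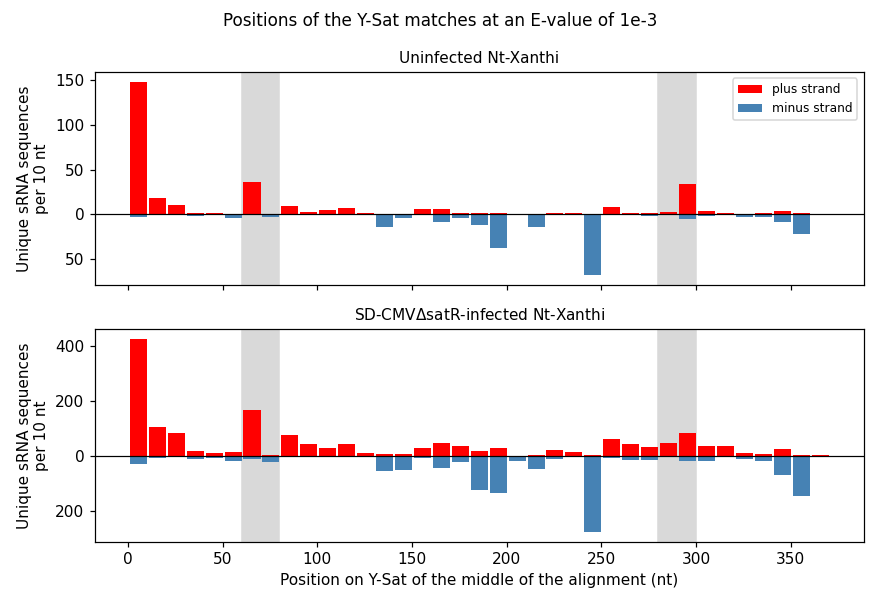
Number of unique sRNA sequences matching Y-Sat at 1e-3 (vertical axis, per 10 nt, plus strand above and minus strand below the line) by the position of the middle of the alignment on Y-Sat (horizontal axis, nt), in the uninfected (top) and SD-CMVΔsatR-infected (bottom) library, with nt 60 to 80 and nt 280 to 300 shaded grey. The uninfected library had 318 matches on the plus and 228 on the minus strand, and the infected library 1633 and 1260.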

Interestingly, these sRNA “hotspots” were relatively conserved among the three different satRNAs (boxed in Fig. 6 and S4 Fig.) and corresponded to conserved sequence regions among all CMV satRNA genomes (S5 Fig.). Among the three CMV satRNAs, SD-satRNA showed the most divergent distribution pattern of aligning sRNAs (Fig. 6A, B). Phylogenetic analysis of all published CMV satRNA sequences revealed that SD-satRNA, Y-Sat and satCMV110 are grouped into three distinct clusters, with SD-satRNA being the most ancient among the three (S6 Fig.).

### The *Nicotiana* genome contains multiple Y-Sat-like DNA fragments

In plants, 24-nt siRNAs are usually derived from repetitive DNA regions such as transposable element (TE) sequences in the genome [30]. Multiple hybridizing DNA bands were detected in *N. tabacum*, *N. clevelandii*, and *N. benthamiana* plants by Southern blotting using the Y-Sat sequence as a probe (Fig. 7A). The different band patterns among the three *Nicotiana* species ruled out plasmid DNA contamination in the DNA samples. We also observed differences in the intensity of the hybridization signals, which suggested that Y-Sat-like DNA sequences exist in the *Nicotiana* species but with different copy numbers. Digestion of *N. tabacum* DNA with various restriction enzymes confirmed the existence of multiple copies of the Y-Sat-like DNA sequences (Fig. 7B).

**Figure 7:**
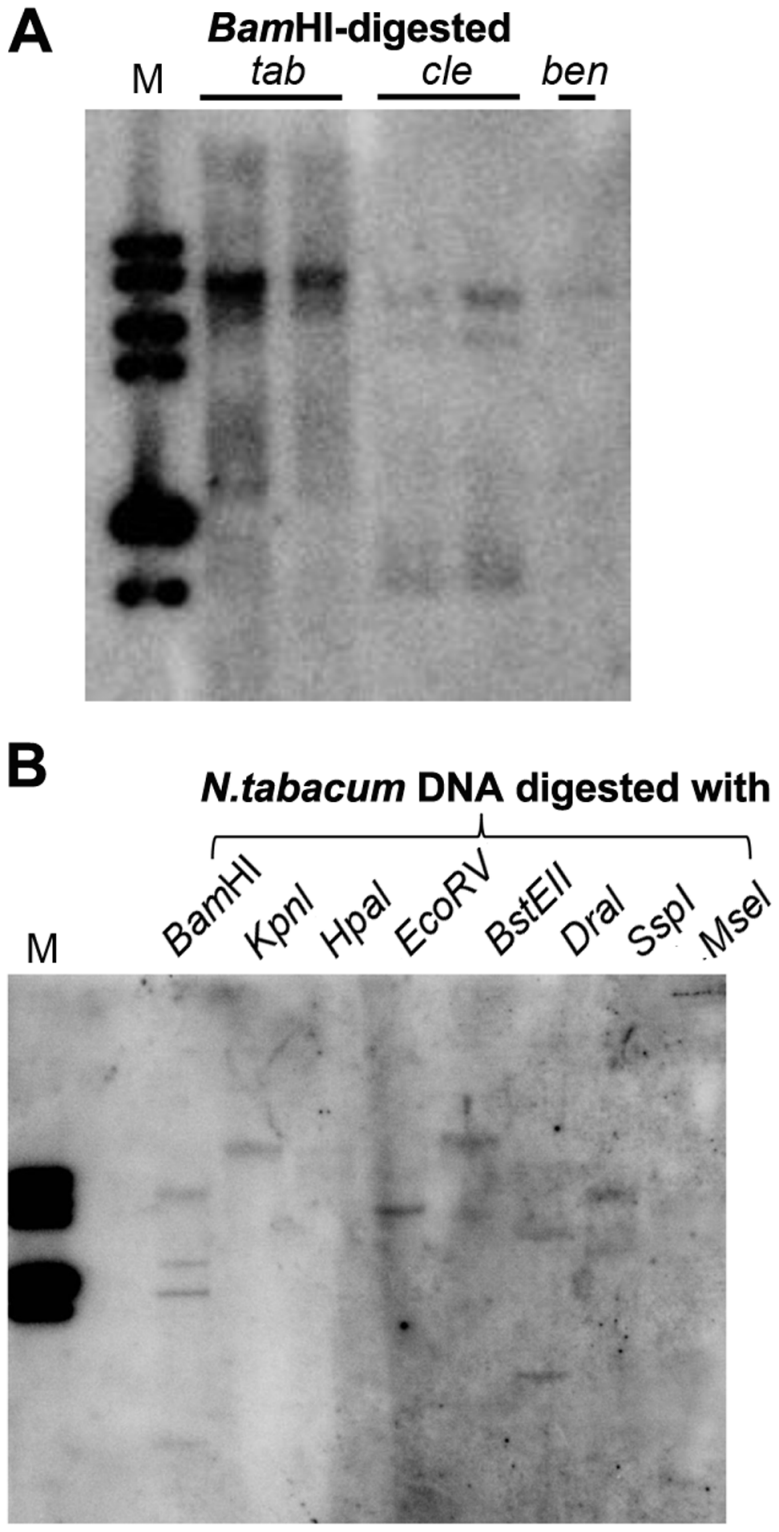
Multiple DNA bands are detectable in *Nicotiana* species that show homology to Y-Sat. (A) One or multiple bands are detected in *Bam*HI-digested DNA of *N. tabacum* (*tab*), *N. clevelandii* (*cle*), and *N. benthamiana* (*ben*). (B) Digestion of *N. tabacum* DNA with different enzymes gives different band patterns. M, DNA size marker (1 kb DNA ladder).

## Discussion

In this study we observed that a GUS transgene fused to the CMV Y-Sat sequence was transcriptionally repressed in *N. tabacum* plants in comparison to a non-fusion GUS transgene. Transcriptional gene silencing of a transgene is usually caused by promoter methylation and characterized by complete or near-complete silencing of the transgene in a subset of transgenic lines [31], [32]. However, the 35S-GUS:Sat transgenes showed low but consistent levels of GUS expression across the independent transgenic lines. Furthermore, the 35S promoter was not methylated, suggesting that the repression of the 35S-GUS:Sat transgene is not due to conventional TGS.

Both McrBC PCR and bisulfite sequencing detected high levels of DNA methylation in the transcribed region of the 35S-GUS:Sat transgene, with the methylation restricted to the Y-Sat sequence. The extent of methylation in the Y-Sat sequence appeared to be inversely correlated to the level of 35S-GUS:Sat transgene expression, suggesting that this methylation may play a direct role in the repression of the transgene. How DNA methylation in the transcribed region represses the transcription of the 35S-GUS:Sat transgene remains to be investigated. However, our finding provides the first example of transgene repression associated with host-induced methylation targeted to a specific sequence in the transcribed region. The Y-Sat-specific DNA methylation is similar to that observed for the *Cereal yellow dwarf virus* (CYDV) satRNA sequence of a GUS:CYDV-satRNA fusion transgene in *N. tabacum* [22]. The sequence-specific methylation of the CYDV sequence is caused by RdDM directed by sRNAs derived from replicating CYDV satRNA [22], also implicating RdDM as the cause of Y-Sat-specific methylation. However, methylation of the Y-Sat sequence occurred in the absence of replicating Y-Sat, suggesting that it was directed by host sRNA-induced RdDM.

Consistent with host-derived sRNA-induced RdDM being responsible for the methylation of the Y-Sat sequence, sRNAs with sequence homology to Y-Sat were readily detected by both northern blot hybridization and sRNA deep sequencing. Importantly, these sRNAs were primarily 24-nt in size, which are known to direct RdDM. This size distribution is different to that of sRNAs derived from replicating satRNAs, which are dominated by 21-22-nt size classes [19], ruling out contaminating satRNAs as the source of these sRNAs. In plants, 24-nt sRNAs are derived primarily from repetitive DNA sequences including TE sequences. Indeed, Southern blot analysis detected multiple DNA fragments in the *Nicotiana* genome with sequence homology to the Y-Sat sequence. Furthermore, the majority of the Y-Sat-matching sRNAs could not be mapped to the published *N. tabacum* genome sequence, suggesting that they are likely derived from highly repetitive regions of the genome that are usually difficult to assemble during genome sequencing and hence poorly annotated. Consistent with this possibility, a BLASTN search of the published genome sequences of *Nicotiana* species and two other Solanaceae species *Solanum lycopersicum* (tomato) and *S. tuberosum* (potato) did not yield any long (>20 bp) stretches of Y-Sat-like sequences, again implicating unassembled, repetitive regions as the source of the Y-Sat-matching sRNAs. Taken together, our results suggest that the *Nicotiana* genome contains Y-Sat-like DNA sequences, and that these sequences exist as repetitive DNA giving rise to 24-nt rasiRNA-like sRNAs that induce RdDM against the Y-Sat sequence in the 35S-GUS:Sat transgene. In addition to RdDM, 24-nt siRNAs have previously been shown to be capable of directing RNA degradation [33]. It would be interesting to examine if these host-derived 24-nt siRNAs play a role in the trilateral host-CMV-satRNA interaction by targeting satRNAs affecting satRNA accumulation.

Our results raise the possibility that CMV satRNAs originate from repetitive DNA elements in the *Nicotiana* genome. It has previously been speculated that satRNAs could be generated from the host plant under some unique conditions, such as helper virus infection [1]. Our sRNA sequencing showed that Y-Sat-like sRNAs accumulated at a much higher level in CMV-infected than uninfected *N. tabacum* plants. This implies that the Y-Sat-like repetitive DNA is transcriptionally repressed under normal conditions by DNA methylation, but is activated by CMV infection, possibly via the function of the 2b silencing suppressor that can repress DNA methylation in plants [34]. This would result in increased levels of transcript from repetitive DNA regions, including the Y-Sat-like DNA repeats, which could serve not only as substrate for sRNA production, but also as potential progenitor of CMV satRNAs. This scenario is consistent with the CMV-infected samples containing a much larger proportion of sRNAs that could not be mapped to the published *N. tabacum* genome than the uninfected samples (S1 Table). Viral replicases or RNA-dependent RNA polymerases have relatively high error rates [35], so replication of viral RNAs including satRNAs can be accompanied by a high rate of nucleotide mutations. Furthermore, for the host-derived progenitor RNAs to become satRNAs, they may need to undergo sequence changes to gain nucleotide motifs for efficient replication and encapsidation, and to gain stable secondary structures for resistance to nucleases. Thus, satRNAs, originating from the host, are likely to have substantial sequence variations from the original DNA or RNA sequences of the host genome. This would explain why most of the Y-Sat-matching *N. tabacum* sRNAs did not share perfect sequence identities with the Y-Sat genome. Our results do not rule out the possibility that the Y-Sat-like sequences in the *N. tabacum* genome was originally acquired from a viral genome like the non-retroviral RNA virus elements recently discovered in both plants and animals [36], [37]. However, the fact that CMV satRNAs lack the ability to self-replicate and possess no sequence homology with their helper viruses, together with the previous observation of *de novo* emergence of satRNAs during serial passaging plants with CMV infection under controlled environmental conditions [12], favours the view that the satRNAs originate from the sequence of the *Nicotiana* genome.

Our sRNA sequencing data indicated that different CMV satRNAs have different levels of sequence homology to the *N. tabacum* sRNAs. One possible explanation for this is that the different satRNAs originated from different *Nicotiana* species, or from different copies of repetitive DNA in one *Nicotiana* species, that have nucleotide variations. Another possibility is that these satRNAs originated from the *Nicotiana* genome at different times, with the more ancient ones having greater sequence divergence from the host genome than the more recent ones. This possibility is supported by the phylogenetic analysis of CMV satRNAs, showing the SD-satRNA to be more ancient than Y-Sat, which coincides with *N. tabacum* sRNAs matching better to Y-Sat than SD-satRNA.

In conclusion, by studying the abnormally repressed expression pattern of the 35S-GUS:Sat transgenes in *Nicotiana* plants, we have generated evidence indicating that CMV satRNAs have originated from repetitive DNA regions in the *Nicotiana* genome. Our study suggests that a small RNA sequence-based approach can be used to find the origin of satRNAs.

## Materials and Methods

### Plasmid construction, plant transformation, and *Agrobacterium* infiltration

The 35S-GUS-Ocs cassette, prepared using the pART7 plasmid [38], was previously described [39]. The cassette was excised using *Not*I and inserted into the *Not*I site of pART27 that contains a *NPTII* kanamycin resistance gene as the selectable marker for plant transformation [38], resulting in the 35S-GUS construct. For the 35S-GUS:sSat and 35S-GUS:asGUS constructs, the CMV 369-nt Y-Sat sequence was assembled using four long overlapping oligonucleotides (Y-Sat2, 3, 4 and 5; S2 Table), then PCR-amplified using Y-Sat1 and Y-Sat6 that contained a *Hin*dIII restriction site, and cloned into pGEMT-Easy vector (Promega). 

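The Y-Sat sequence used for the sRNA comparison was joined from the oligonucleotides of S2 Table, which overlap by 15 or 18 nt, and is 369 nt long with 52.6% G and C. The region at nt 60 to 80 reads GCGGTGTGGGATACCTCCCTG and that at nt 280 to 300 reads GGTGGTATCGTGGATGACGCA, counted from 1 at the 5′ end of the plus strand.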

The full-length Y-Sat fragment was then excised with *Hin*dIII and inserted into the *Hin*dIII site between the GUS and Ocs sequence in the 35S-GUS-Ocs cassette in either the sense or antisense orientation. The resulting 35S-GUS:sSat-Ocs and 35S-GUS:asSat-Ocs cassettes were then excised with *Not*I and inserted into pART27 at the *Not*I site, forming the 35S-GUS:sSat and 35S-GUS:asSat constructs, respectively.

For transformation of *N. tabacum* Wisconsin 38 (W38), the constructs were introduced into *Agrobacterium tumefaciens* LBA4404 via triparental mating. For *Agrobacterium* infiltration assay, the constructs were transformed into *A. tumefaciens* GV3101.

Transformation of *N. tabacum* W38 was performed as previously described [10] using 50 mg/L kanamycin as the selective agent plus 150 mg/L timentin to inhibit *Agrobacterium* growth. Transformed plants with established roots were transferred to soil and grown at 25°C under natural light.

Agro-infiltration of *N. benthamiana* leaves was carried out essentially as described previously [40] with minor modifications. Basically, *A. tumefaciens* strains containing respective plant expression constructs, including a green florescent protein (GFP) construct as a visual marker and a P19 construct as the RNA silencing suppressor [41], were grown overnight at 28°C in Luria-Bertani medium (LB) containing appropriate antibiotics. After centrifugation, *Agrobacterium* cells were re-suspended in buffer containing 10 mM MgCl_2_ and 150 µM acetosyringone, to a final optical density at 600 nm (OD_600_) of 1.0. *Agrobacterium* cell suspension containing either the 35S-GUS or the 35S-GUS:sSat construct was mixed with the GFP and P19 cell suspensions at a 1∶1∶1 ratio, incubated at room temperature for ∼3 h, and then infiltrated into expanded *N. benthamiana leaves* using a flat-pointed syringe. For protein and RNA isolation, agro-infiltrated leaf sections at 4 or 5 days post agroinfiltration (dpa) were visualized under a blue light torch (NightSea™, DFP-1™, for exciting green light emission), excised with a pair of scissors and immediately frozen in liquid nitrogen.

### Southern and Northern blot hybridization

Genomic DNA used for Southern blot hybridization and bisulfite conversion was isolated using the CTAB method described by Draper and Scott [42]. Restriction digestion of DNA (∼20 µg), purification, agarose gel electrophoresis and Southern blot hybridization were essentially as previously described [39]. A *Hin*dIII fragment containing the full-length Y-Sat sequence was excised from the pGEM-T Easy clone described above, and used for preparing a ^32^P-labelled probe using the Megaprime DNA Labelling System (Amersham Biosciences). Hybridized membranes were washed with 1×SSC first at room temperature for 20 min, then at 50°C for 20 min, and finally at 60–65°C for 30 min. The blots were visualized using a phosphorimager (FLA-5000, Fuji Photo Film).

RNA used for small RNA northern blot hybridization was isolated from agro-infiltrated *N. benthamiana* leaf tissues or transgenic *N. tabacum* leaves using Trizol Reagent (Invitrogen). For northern blot detection of small RNAs from *N. tabacum* flowers, total RNAs was isolated using Trizol reagent, high-molecular-weight RNA removed by precipitation with 5% polyethylenglycol 8000 (PEG 8000) and 0.5 M NaCl on ice for 20 min, and small RNAs recovered from the supernatant by precipitation with 3 volumes of ethanol at −20°C for 1 hr. RNA used for northern blot analysis of GUS or GUS:Sat fusion mRNA was isolated using the hot-phenol extraction method [43]. sRNA northern blot hybridization was performed as described using ^32^P-labelled in-vitro antisense transcript of full-length Y-Sat or GUS coding sequence that were fragmented with Na_2_CO3 treatment [10]. mRNA northern blot hybridization was carried out as previously described [39] using the same full-length antisense GUS RNA (unfragmented) as probe.

### MUG assay

GUS activities were determined using the kinetic MUG (4-methylumbelliferyl-β- glucuronide) assay according to Chen et al. [39]. GUS activities for Fig. 1B was calculated according to Chen at al. [39], with the Y-axis as pmol MU per min per 5 µg protein. GUS activities for the remaining figures were presented as slope value per 5 µg protein [44].

### Nuclear run-on assay

Nuclei were isolated from approximately 4 g of fresh *N. tabacum* leaves and used for nuclear run-on assay according to the procedure described in Meng and Lemaux [45]. The full-length GUS gene, the elongation factor 1α (EF1α) gene (used as internal reference), and the *Fusarium oxysporum* FKS1 gene (used as negative control) sequences, were amplified by PCR using the following primers (primer sequences are shown in S2 Table): M13-F and M13-R (from a pGEM-GUS plasmid), EF1α-F and EF1α-R, and FKS1-F and FKS1-R, respectively. The PCR product was separated in 1% agarose gel, denatured, neutralized and then blotted onto Hybond N^+^ membrane using 20× SSC following the manufacturer's instruction. The membrane was hybridized with the nuclear run-on transcript according to Meng and Lemaux [45] and the hybridizing signals were visualized using a phosphorimager (FLA-5000, Fuji Photo Film).

### McrBC digestion PCR

Genomic DNA (∼2 µg) from transgenic 35S-GUS:sSat *N. tabacum* plants, was mixed with 1×NEB buffer 2, 0.1 µg/µl BSA, 1 mM GTP in 94 µl volume, which was divided in two equal 47 µl aliquots. To one aliquot 3 µl McrBC enzyme (NEB, 10 units/µl) was added, to the other 3 µl of H_2_O. Both were incubated at 37°C overnight and then diluted with H_2_O to 100 µl. Four µl was used for each PCR reaction, which was performed using the following cycles: 1 cycle of 95°C for 3 min, 33 cycles of 95°C for 30 sec, 56°C for 45 sec, and 72°C for 90 sec, followed by one cycle of 72°C for 10 min. Sequences of the McrBC PCR primers are listed in S2 Table. Real-time PCR was performed using the Rotor-Gene 6000 (Corbett Life Science, San Francisco, USA) real-time rotary analyser using SYBR Green reagent and Platinum Taq polymerase (Invitrogen) in four technical replicates for each sample.

### Bisufite sequencing

Bisulfite conversion of transgenic *N. tabacum* genomic DNA (∼4 µg) was performed as previously described [33]. The bisulfite-treated DNA was purified using Qiagen PCR Purification kit. Primer design (sequences shown in S2 Table), nested PCR and direct sequencing of PCR products were as previously described [44].

### Small RNA sequencing and data analysis

Total RNA was isolated from wild-type *Nt-Xanthi* plants and SD-CMVΔSat-infected plants using hot-phenol extraction and small RNAs were prepared as described previously [46]. Small RNA library construction and Illumina sequencing was performed by BGI (http://www.genomics.cn/en/index). For data analysis, adapter and low-quality sequences were removed and cleaned reads used for length distribution and subsequent analysis. Overlapping sequences between different libraries were identified using Perl script (http://www.perl.org/). All clean reads were mapped to the uncompleted *Nt-Xanthi* genome (ftp.sgn.cornel.edu) using SOAP (http://soap.genomics.org.cn/), and all perfectly mapped sequences were used to determine the mapping ratio in different samples.

All clean reads matching to satRNA and control sequences was examined using BLASTN (http://blast.ncbi.nlm.nih.gov/Blast.cgi) with different E-values (1e^−2^, 1e^−3^, 1e^−4^ and 1e^−5^) to determine different degrees of similarity. ClustalX (http://www.clustal.org/) was used for sequence alignments and phylogenetic analysis of satRNA genomes.

## Supporting Information

S1 Fig The difference in GUS expression between 35S-GUS and 35S-GUS:sSat transgenes is diminished in *Agrobacterium*-infiltrated *N. benthamiana* leaf tissues. (A) MUG assay of leaf tissues agro-infiltrated with 35S-GUS + P19 (a) or 35S-GUS:sSat + P19 (b). (B) Northern blot hybridization using antisense GUS RNA as probe. (C) Detection of small RNAs in agro-infiltrated tissues at 5 dpa (days post agro-infiltration) using northern blot hybridization. The numbers (1, 2, 3, 4, 5 and 6) denote a specific leaf of which one half was infiltrated with 35S-GUS + P19 (a) and the other half with 35S-GUS:sSat + P19 (b). Transient expression of agro-infiltrated transgenes is not expected to be affected by TGS, and PTGS (or sense cosuppression) is minimized by co-infiltrating the construct expressing P19, a strong viral suppressor of RNA silencing. Note that the difference in GUS expression between the two transgenes in this transient assay is much reduced in comparison to that in stably transformed plants (Fig. 1). The slightly lower expression level of the 35S-GUS:sSat transgene could be due to the higher level of 21-nt sRNAs shown in (C), as 21-nt sRNA-directed PTGS of the agro-infiltrated transgenes was unlikely to be completely prevented by P19.
(TIF) Click here for additional data file.

S2 Fig Methylation analysis of the 35S-GUS:asSat transgene in transgenic *N. tabacum*. (A) McrBC PCR of the 35S promoter, GUS coding and Y-Sat sequences. (B) MUG assay of GUS activity in the transgenic plants used for the McrBC PCR analysis. Note that there is no clear difference in the PCR band intensity between McrBC-digested (+) and undigested (−) samples for the 35S and GUS sequences, but there is a clear reduction in amplification for the Y-Sat sequence upon McrBC digestion. Also note that the 35S-GUS:asSat-1a plant appears to show the strongest methylation in the Y-Sat sequence, and this coincides with the lowest level of GUS expression among the three 35S-GUS:asSat plants.
(TIF) Click here for additional data file.

S3 Fig Bisulfite sequencing shows no significant cytosine methylation in the 35S promoter and the GUS coding regions of the 35S-GUS:sSat transgene. (A) The three bisulfite-sequenced regions in the 35S-GUS:sSat transgene, I, II, and III, are indicated. (**B**) Sequencing trace file of bisulfite PCR product from region I (35S promoter). (C) Sequencing trace file of bisulfite PCR product from region II (35S-GUS junction). The numbers in (B) and (C) indicate nucleotide positions of the bisulfite sequenced regions in the 35S promoter sequence. The GUS sequence in the 35S-GUS junction region is boxed (C). Cytosine residues of the original sequences are in bold-blue C letter.
(TIF) Click here for additional data file.

S4 Fig Alignment of sRNAs from uninfected *N. tabacum Xanthi* to satCMV110 and SD-satRNA genome sequences at the E-value of 1e^−2^. sRNAs matching the plus strand satRNA sequence are shown as short thin lines above the arrow-headed black lines, and those matching the minus-strand satRNA sequence shown below the arrow-headed lines. sRNAs mapped to the two most conserved regions of CMV satRNAs (positions around nt. 60–80 and nt. 280–300) are boxed.
(TIF) Click here for additional data file.

S5 Fig Nucleotide sequence alignment of all CMV satRNA genome sequences listed in the subviral RNA database at http://subviral.med.uottawa.ca/cgi-bin/home.cgi?oldURL=1. Sequences of SD-satRNA, Y-Sat and satCMV110 are highlighted in blue. Conserved nucleotides among all satRNAs are indicated with asterisks at the bottom. Two red boxes mark the regions corresponding to the most conserved sRNA hotspots in Fig. 6 and S4 Fig.
(TIF) Click here for additional data file.

S6 Fig Phylogenetic relationship of all CMV satRNA genomes from subviral RNA database at http://subviral.med.uottawa.ca/cgi-bin/home.cgi?oldURL=1. Accession numbers of satRNA strains are shown. SD-satRNA, Y-Sat and satCMV110 are indicated.
(TIF) Click here for additional data file.

S1 Table A large proportion of the unique CMV satRNA-matching sRNA sequences cannot be mapped to the uncompleted *N. tabacum* genome.
(DOCX) Click here for additional data file.

S2 Table Oligonucleotide sequences.
(DOCX) Click here for additional data file.

# Supplementary material for: Nicotiana Small RNA Sequences Support a Host Genome Origin of Cucumber Mosaic Virus Satellite RNA
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004906. doi: 10.1371/journal.pgen.1004906
**Supplement:** S1 Table — A large proportion of the unique CMV satRNA-matching sRNA sequences cannot be mapped to the uncompleted N. tabacum genome.

**Table S1**. A large proportion of the unique CMV satRNA-matching sRNA sequences cannot be mapped to the uncompleted *N. tabacum* genome.

| Matched  sequence |  | sRNAs from uninfected *Nt-Xanthi* | | | | sRNA from SD-CMV△satRNA-infected *Nt. Xanthi* | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | E-value | 1e-2 | 1e-3 | 1e-4 | 1e-5 | 1e-2 | 1e-3 | 1e-4 | 1e-5 |  |
| Y-Sat | Total | 170 | 148 | 40 | 0 | 1023 | 849 | 237 | 14 |  |
|  | match to *N. tabacum* genome | 75 | 64 | 4 | 0 | 331 | 275 | 44 | 2 |  |
| satCMV110 | Total | 169 | 19 | 1 | 1 | 1167 | 56 | 10 | 5 |  |
|  | match to *N. tabacum* genome | 82 | 2 | 0 | 0 | 376 | 10 | 0 | 0 |  |
| SD-satRNA | Total | 146 | 5 | 1 | 1 | 899 | 42 | 8 | 5 |  |
|  | match to *N. tabacum genome* | 37 | 0 | 0 | 0 | 203 | 5 | 1 | 0 |  |

# Supplementary material for: Nicotiana Small RNA Sequences Support a Host Genome Origin of Cucumber Mosaic Virus Satellite RNA
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004906. doi: 10.1371/journal.pgen.1004906
**Supplement:** S2 Table — Oligonucleotide sequences.

**Table S2**. Oligonucleotide sequences (note: Y = C + T; R = G + A; For, forward primer; Rev, reverse primer)

| Y-satRNA genome assembly | Y-Sat1 | 5’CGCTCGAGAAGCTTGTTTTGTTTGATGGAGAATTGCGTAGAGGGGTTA |
| --- | --- | --- |
|  | Y-Sat2 | 5’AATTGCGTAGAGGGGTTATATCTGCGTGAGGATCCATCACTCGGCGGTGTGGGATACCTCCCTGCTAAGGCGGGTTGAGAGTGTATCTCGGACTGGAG |
|  | Y-Sat3 | 5’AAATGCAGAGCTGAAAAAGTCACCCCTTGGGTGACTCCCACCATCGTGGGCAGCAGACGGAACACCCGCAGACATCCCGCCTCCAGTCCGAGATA |
|  | Y-Sat4 | 5’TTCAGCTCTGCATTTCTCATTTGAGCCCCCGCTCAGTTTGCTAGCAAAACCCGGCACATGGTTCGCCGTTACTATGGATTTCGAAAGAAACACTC |
|  | Y-Sat5 | 5’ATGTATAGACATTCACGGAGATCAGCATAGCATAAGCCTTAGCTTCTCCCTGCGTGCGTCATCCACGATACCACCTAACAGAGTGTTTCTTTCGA |
|  | Y-Sat6 | 5’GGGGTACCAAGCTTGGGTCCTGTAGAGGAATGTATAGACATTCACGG |
| McrBC PCR | Y-satRNA (nt. 1-108)  Y-Sat F1  Y-Sat R1 | 5’GTTTTGTTTGATGGAGAATTG  5’TCCGAGATACACTCTCAACCC |
|  | Y-satRNA (nt.1-214; also for qPCR)  YV-F1  VAR-R1 | 5’GTTTTGTTTGTTGGAGAATTGCG  5’TGAGCGGGGGCTCAAATGAG |
|  | 35S in both Figure 3A and B  35S-F2  35S-R1 | 5’GAGGATCTAACAGAACTCGC  5’GGAACGTCTTCTTTTTCCACG |
|  | **GUS** (nt.94-445)  GUSpr8 (For)  GUSpr13 (Rev) | 5’CAGCGTTGGTGGGAAAGCGCGT  5’TCACCATTCCCGGCGGGATAG |
|  | GUS (nt.94-447)  GUSpr8 (For)  GUSpr11 (Rev) | 5’CAGCGTTGGTGGGAAAGCGCGT  5’AATCACCATTCCCGGCGGGAT |
|  | **GUS** (nt.427-697)  GUSpr10 (For)  GUSPol3-2 (Rev) | 5’ATCCCGCCGGGAATGGTGATT  5’GCGGATCCCGCTAGTGCCTTGTCC |
|  | **GUS** (nt.1589-1716)  GUSpr7 (For)  GUSpr15 (Rev) | 5’TGGATATGTATCACCGCGTC  5’AGTGAAGATCCCTTTCTTGTT |
|  | **GUS** (nt.1698-1787)  GUSpr14 (For)  GUSpr17 (Rev) | 5’CAAGAAAGGGATCTTCACTCG  5’GTTTGCCTCCCTGCTGCGGTT |
| Bisulfite Region I | 35S-BisFa  35S-BisFb (nested primer)  35S-BisRc  35S-BisRd (nested primer) | 5’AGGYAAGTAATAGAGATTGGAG  5’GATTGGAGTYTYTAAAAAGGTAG  5’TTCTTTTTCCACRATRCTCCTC  5’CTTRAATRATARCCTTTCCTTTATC |
| Bisulfite Region II | Bis35SF1  Bis35SF2 (nested primer)  BisGUS-FLR1  BisGUS-FLR2 (nested primer) | 5’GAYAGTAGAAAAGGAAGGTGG  5’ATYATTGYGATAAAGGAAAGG  5’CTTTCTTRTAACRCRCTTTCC  5’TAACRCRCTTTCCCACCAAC |
| Bisulfite Region III | Bis-GUS-F4  Bis-GUS-F2 (nested primer)  Bis-Sat-NR1  Bis-Sat-NR2 (nested primer) | 5’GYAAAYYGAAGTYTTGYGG  5’TGTAGTAGGGAGGTAAATAATGAAT  5’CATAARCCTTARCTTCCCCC  5’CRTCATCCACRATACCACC |
| Nuclear run-on probes | **For amplifying GUS**:  M13-F  M13-R  **For amplifying EF1α**:  EF1α-F  EF1α-R  **For amplifying FKS1**:  FKS1-F  FKS1-R | 5’GTAAAACGACGGCCAGT  5’AACAGCTATGACCATG  5’GGTGACAACATGCTCGAAAG  5’GGATCCTTGCAACAACCATG  5`TTTGATCTATTTCTGGATC  5`GTTGGCAGTGTCGCCCTTG |

How the deposited data were processed for this re-analysis (not part of the article)

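The data were 2 small RNA libraries, 1 from leaves of uninfected Nt-Xanthi and 1 from SD-CMVΔsatR-infected Nt-Xanthi, with no replicates. The authors had removed adapter and low-quality sequences, collapsed identical reads and deposited the read count of each unique sequence, without normalization or mapping. The uninfected library held 17098983 reads and the infected library 22654249. The count of a listed sequence was at least 2 in the uninfected library and at least 1 in the infected library. A count of 3 reads was 0.175 per 1000000 in the uninfected and 0.132 per 1000000 in the infected library.

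Each unique sequence was aligned to the 369-nt Y-Sat, joined from the oligonucleotides of S2 Table, with BLASTN of BLAST+ 2.17.0 in its setting for short queries (match 1, mismatch -3, gap opening 5 and extension 2, word size 7, no low-complexity filter). The paper's text gives the E-values and no other setting. Before the data were examined, 4 settings were tried on the 14 sequences of Fig. 6C, read by eye from the figure, and the setting that placed all 14 at or below 1e-5 was taken, so the number of matches at 1e-5 is tied to that figure. BLASTN prints E-values near 0.001 rounded, which raised the numbers at 1e-3 in a first count, and E-values were therefore recomputed from alignment score and length. Of the tests in the closing section, the one on sequences with at least 2 reads and the one on the size distribution had been set on that first count. They were left as written.

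As controls, 99 dinucleotide and 99 mononucleotide shuffles of Y-Sat with a fixed seed were scored by ungapped alignment from words of 7 nt. On simulated data, this scorer recovered 200 of 200 planted matches. On the libraries it gave the same numbers for Y-Sat as BLASTN at 1e-3, 1e-4 and 1e-5, and 41588 against 41575 at 1e-2 in the infected library. The rank of Y-Sat among the shuffles gave a one-sided Monte Carlo permutation p. Shares of 24-nt sequences and the numbers of matches of the libraries were compared by Fisher's exact test (two-sided), which compares these libraries and not the conditions. Shares have 95% Wilson intervals, and the reads of printed sequences 95% exact intervals. The sequences named in the text are those printed in Fig. 6 and the 3 matches with the most reads at the strictest E-value with any match, a rule set before the data were examined. The 1 exception is the most abundant sequence of the uninfected library, named in the closing section, which was chosen after the results were seen. In the infected library these are among the 14 sequences of Fig. 6C, which all have 1 read.

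The alternatives were other BLASTN scoring and word size, the low-complexity filter, a length limit of 18 to 30 nt, sequences with at least 2 reads, reads in place of unique sequences, subsampling of the infected library and other scalings of the ratio between libraries. Contigs were assembled from the infected library after the data had been seen, under 7 settings, and the setting with the longest contigs was kept. The genomes of SD-CMV, SD-satRNA, satCMV110 and N. tabacum and the control sequences of the paper were not used here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.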

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

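The tests of the most abundant sequence and the test on sequences with at least 2 reads were chosen after the results were seen.

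Sequences read once made up 80.8% of the unique sequences of the infected library, and none was listed for the uninfected library. The paper does not report this difference, which drew attention because numbers of unique sequences are compared between the libraries. If it were the cause of the larger number of Y-Sat matches in the infected library, the ratio at 1e-3 was to lie within a range around 1 set for this test with sequences of at least 2 reads, and it was 1.17, within it. At 1e-4 the same ratio was 1.30, outside that range, on 79 and 61 sequences (Fisher's exact test of the share, p = 0.50). Subsampling the infected library to the reads of the uninfected library left a ratio of 4.27 at 1e-3, so depth on its own did not account for it. An increase specific to Y-Sat-like sequences was to give a ratio above those of the shuffles, but 84 of the 99 shuffles had a ratio at or above that of Y-Sat at 1e-3, the E-value set for this test, and 37 at 1e-4. At 1e-2 only 5 did, with Y-Sat at 6.37 and the shuffles between 5.18 and 6.50, so the shuffles do not exclude a small excess for Y-Sat there. The larger number of matching unique sequences at 1e-3 may therefore largely follow from the listing of sequences read once. This does not extend to reads at 1e-3. In reads per 1000000 the ratio there was 3.64. The most abundant sequence of the uninfected library, with 33.3% of its reads, lowers the uninfected values per 1000000 and so raises such ratios. Sequences with at least 2 reads held 28577 of the 30830 matching reads of the infected library, against 6392 in the uninfected library. The listing of sequences read once therefore does not account for the difference in reads at 1e-3. At 1e-2, sequences with at least 2 reads gave 3702 matching reads per 1000000 of all reads in the infected library, against 2514 in the uninfected library. At 1e-4 they gave 10.8 against 12.9, but the 10.8 is per 1000000 of all infected reads, sequences read once included. With those sequences left out, the infected library held 17779796 reads and the uninfected library 17098983, of which 245 and 221 matched. The direction at 1e-4 thus depends on the reads taken as the total. No other explanation of the difference in reads was tested.

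The sequence TTGACAGAAGATAGAGAGCAC made up 33.3% of the reads of the uninfected library (5698355 reads) and 2.57% of those of the infected library (583102 reads), and the paper does not discuss it. Without the reads identical to contigs assembled from the infected library its share there was 3.56%, and without sequences read once it was 3.28%, so neither dilution by those reads nor the listing of sequences read once accounts for the difference. With 1 library per condition, it cannot be told apart from variation between plants or library preparations, and an effect of infection remains a hypothesis. The lower share was not limited to this sequence. The same sequence without its first nt made up 4.00% of the uninfected and 0.0326% of the infected reads. The other most abundant uninfected sequences examined also had lower infected shares, in 1 case only slightly (1.51% and 1.41%). They were picked for abundance in the uninfected library, which favours this direction.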

How the results depend on the processing

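In all, 215 alternative values were computed, of which 152 kept their direction and side of the threshold or stayed close to the main value, 5 were weaker, 4 stronger, 15 reversed and 39 moved. The alternatives were set before the data were examined, apart from the subsampling combined with at least 2 reads, the E-value given to BLASTN as its own threshold, the same lowest score for every length and the contig settings, which were chosen after seeing the data. The cause of a change was not tested unless a test is given elsewhere in the closing section. Matches to the N. tabacum genome, planned for the case that a genome was given, were not run. The ratio at 1e-5 could not be formed, since the uninfected library had 0 matches, and no 24-nt share could be given for it there, nor for the infected library with at least 2 reads. No paired analysis was possible because there was 1 library per condition.

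With BLASTN scoring 2/-3 and word size 11, the Y-Sat matches were 1572 at 1e-2 and 18 at 1e-4 in the uninfected library, and 9151 at 1e-2, 108 at 1e-4 and 8 at 1e-5 in the infected library. With the same scoring and each E-value given to BLASTN as its threshold, which also changes which alignments it extends, they were the same at 1e-2 and 1e-5, 359 and 2188 at 1e-3, and 18 and 103 at 1e-4. With word size 11 alone they were 1572 and 9152 at 1e-2. With at least 2 reads, the infected library had 7334, 640, 79 and 0 matches at the 4 E-values, of which 44 overlapped nt 60 to 80 and 57 overlapped nt 280 to 300 at 1e-3. Summed as reads, the matches were 42985, 6392 and 221 in the uninfected library at 1e-2, 1e-3 and 1e-4, and 118105 and 30830 in the infected library at 1e-2 and 1e-3.

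The 24-nt share of the matches of the uninfected library fell below that of the library at 1e-2 (65.5% with either word size 11 setting) and at 1e-4 (50.0% with scoring 2/-3), as did that of the infected library at 1e-4 (48.1% with scoring 2/-3). In reads, the uninfected shares were 45.3%, 26.1% and 70.6% at 1e-2, 1e-3 and 1e-4, and the infected shares 50.1% at 1e-4 and 42.9% at 1e-5, all above the share of 24-nt reads of their library. The lower 24-nt share at 1e-3 thus held for unique sequences and not for reads of the uninfected library.

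Fisher's exact test beside the ratio of infected to uninfected matches compares the matches as shares of the unique sequences of each library, and not the ratio of their numbers. At 1e-2 the ratio was 5.82 with either word size 11 setting, where the shares with scoring 2/-3 were 1517 and 1555 per 1000000 in the infected and uninfected library and did not differ past the threshold (exact test, p = 0.36). It was 1.12 with at least 2 reads, where the shares did not differ past the threshold either (exact test, p = 0.27), and 1.08 when divided by the median ratio of the shuffles (two-sided permutation p = 0.12). At 1e-3 it was 1.17 with at least 2 reads, 0.888 as a share of unique sequences and 0.826 when divided by the median ratio of the shuffles. At 1e-4 it was 2.01 in reads per 1000000, a ratio raised by the most abundant uninfected sequence, which lowers the uninfected value. The test on reads passed the threshold there, but it takes reads of the same sequence as independent, which they are not, and 344 of the 589 infected reads were of sequences read once. With at least 2 reads there were 245 infected and 221 uninfected reads. Subsampled and with at least 2 reads in both libraries, a setting chosen after seeing the data, it was 0.833, 0.905 and 0.754 at 1e-2, 1e-3 and 1e-4.

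Y-Sat relative to the median of the shuffles at 1e-3 changed sides with 24-nt sequences only in the uninfected library (0.955) and, in the infected library, with mononucleotide shuffles (1.07), reads (4.25, permutation p = 0.06) and at least 2 reads (1.18), and none of these passed the threshold.

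Among unique sequences, the 21-, 22- and 24-nt shares were 8.71%, 9.75% and 67.1% in the uninfected library and 7.40%, 11.7% and 51.1% in the infected library. As shares of reads again, those of the infected library were 36.2%, 21.7% and 18.7% when only sequences with at least 2 reads were counted. The intervals are narrow at this depth, so small changes count as moved. The reads of the printed sequences stayed at 14 and 5 in the infected library when contained or containing sequences were added, and at 1 read each they are at the lowest number that the depth can show.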

Differences from the paper's values

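The paper's numbers of Y-Sat matches in the uninfected library are 170 at 1e-2, 148 at 1e-3 and 40 at 1e-4, and those found here were 6527, 546 and 61. The paper's numbers in the infected library are 1023, 849 and 237, and those found here were 41575, 2893 and 423. Of the alternatives set before the data were examined, word size 11 gave 57 in the uninfected library at 1e-4, within 1.5 times the paper's 40, and sequences with at least 2 reads gave 640 in the infected library at 1e-3, within 1.5 times the paper's 849. Neither closed the gap at the other E-values or in the other library, and none of the remaining alternatives closed any of these gaps, nor did scoring 2/-3 with the E-value given to BLASTN as its threshold (359 and 2188 at 1e-3), added after seeing the values.

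The numbers at 1e-5, 0 and 14, equal the paper's, but the BLASTN setting had been chosen with the 14 sequences of Fig. 6C. The 24-nt shares differed by less than 1.5 times, with the largest difference at 1e-3 in the uninfected library, 50.0% against the paper's 70%.

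The paper states that sRNAs aligned to Y-Sat more often than to the control sequences at the stricter E-values. Against dinucleotide shuffles, in place of those controls, Y-Sat had 2893 matches at 1e-3 in the infected library and the shuffles a median of 2950, with 423 and 554 at 1e-4 and 14 and 22 at 1e-5. In the uninfected library Y-Sat had 546 matches and the shuffles 438 at 1e-3, in the direction the paper states, but 61 and 85 at 1e-4. Reads at 1e-3 also went in that direction, at 30830 against 7247 (infected) and 6392 against 2667 (uninfected, permutation p = 0.16). At the other E-values, the reads matching Y-Sat were below the median of the shuffles in both libraries. None of the results in the paper's direction passed the threshold. The boxed regions of Fig. 6A hold the tallest stacks drawn for Y-Sat on the plus strand, whereas here the window with the most matches on both strands was nt 10 to 30 in the uninfected library, with 182 matches against 41 over nt 60 to 80. On the plus strand alone, the tallest bin of 10 nt was nt 1 to 10 (148 sequences), and the next were within the boxed regions, nt 61 to 70 (36 sequences) and nt 291 to 300 (34 sequences).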

Other observations

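The tests on the 24-nt share, including that on the lowest score, and those on the contigs and the reading frame were chosen after the results were seen.

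Matches that any sequence of this composition gives were tested as the explanation for the Y-Sat matches of the infected library at the strict E-values. At least as many matches as to Y-Sat were found for 82 of the 99 dinucleotide shuffles at 1e-4 and for 82 at 1e-5, consistent with this explanation. Without the 3 sequences at 1e-5 that also match SD-satRNA, 91 of the 99 shuffles had at least as many, but since most had as many with them, this test could not separate the 3 from the rest.

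The size distribution of the whole library was tested as the explanation for the 24-nt share of the Y-Sat matches. At 1e-3 the share differed from that of all unique sequences by -17.1 percentage points in the uninfected library and -8.54 in the infected library, beyond the 5 points set for this explanation. At 1e-2 and 1e-4, for which the test was not set, the shares lay within 5 points of those of the library, 67.1% (uninfected) and 51.1% (infected), at 67.4% and 54.1% for 1e-2 and at 70.5% and 52.0% for 1e-4. At 1e-5 the infected share was 42.9%, on 14 sequences. By the 5 points set, the size distribution of the library on its own therefore leaves a difference at 1e-3 in both libraries. The 14 sequences at 1e-5 are too few to resolve 5 points (Fisher's exact test, p = 0.60), so no conclusion is drawn there. The smaller difference at 1e-2 in the infected library was nevertheless past the threshold of Fisher's exact test (odds ratio 1.13). The test had been set on a first count at 1e-3, made before E-values were recomputed, in which the shares lay closer together. The E-value itself favours short sequences at 1e-3, where a score of 11 passed for 18 to 20 nt and longer sequences needed 12. This step was tested after the result was seen. With a score of 12 at every length, the difference was -13.9 points in the uninfected library and -3.85 in the infected library. This change removes only sequences of 18 to 20 nt, so the 24-nt share could only rise, and only the size of the rise is informative. By that size, the step accounts for part of the lower share in each library. The remaining share was still below that of the other sequences in both (Fisher's exact test, p = 8.8e-11 uninfected, p = 8.8e-05 infected). The exact test takes overlapping sequences as independent. At 1e-3, some dinucleotide shuffles also had a 24-nt share below that of Y-Sat in each library, though most had a higher one. Whether the remaining difference exceeds what such sequences give was not tested.

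For the 5 sequences identical to SD-satRNA, chance would give 1.8e-06 identical sequences of 23 nt or longer over the 2 printed stretches, given the lengths and number of unique sequences and equal base frequencies. These stretches were printed because the sequences matched them, so this expectation is for sequence chosen for the match. Over a sequence of the length of Y-Sat, standing in for the whole of SD-satRNA, the expectation was 1.8e-05. SD-satRNA in the sampled plants or in the preparation would also give such sequences. Only the 5 sequences of 18 nt or longer were identical to these stretches, each with 1 read, and without the genomes of SD-satRNA and tobacco the data cannot tell this source from a tobacco source.

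Contigs were assembled from abundant words of the infected library. The setting kept gave 22 contigs of 8394 nt in all, the longest 1274 nt, and 27.7% of the infected reads were identical to them. It was kept among 7 settings for its longest contigs, with the paper's share of SD-CMV reads known, and the 7 settings gave 24.0% to 27.7%. Contigs that also held sequences of the uninfected library were left out, so the lack of uninfected reads is fixed by construction, and 7094 uninfected reads matched before 2 contigs were dropped. Of the contig reads, 82.0% were 21 or 22 nt, against 36.8% of the other infected reads. On the contigs as assembled, 48.0% lay on the less frequent strand. Without a reference the orientation of each contig is arbitrary, so this share cannot show a balance of strands. Virus-derived sRNAs are a candidate explanation, but no virus sequence was used here and the contigs were chosen for abundance in the infected library, so this remains a hypothesis.

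The title of the series and the name of the infected data file give another virus clone than the paper and the sample labels. A clone with a disrupted second overlapping reading frame might show stop codons there. In a contig of 500 nt with an open frame of 166 codons, a second frame stayed open for 74 codons from a start codon to the contig end. This stretch was taken after the last stop of the second frame and was the longest such stretch found, so its lack of a stop is fixed by the choice. Without a virus sequence the frame cannot be named either. The stretch therefore does not settle which clone was used.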
